# Hypoxia Regulates Endogenous Double-Stranded RNA Production *via* Reduced Mitochondrial DNA Transcription

**DOI:** 10.3389/fonc.2021.779739

**Published:** 2021-11-24

**Authors:** Esther Arnaiz, Ana Miar, Antonio Gregorio Dias Junior, Naveen Prasad, Ulrike Schulze, Dominic Waithe, James A. Nathan, Jan Rehwinkel, Adrian L. Harris

**Keywords:** hypoxia, IFN, dsRNA, mitochondria, cancer

## Abstract

Hypoxia is a common phenomenon in solid tumours strongly linked to the hallmarks of cancer. Hypoxia promotes local immunosuppression and downregulates type I interferon (IFN) expression and signalling, which contribute to the success of many cancer therapies. Double-stranded RNA (dsRNA), transiently generated during mitochondrial transcription, endogenously activates the type I IFN pathway. We report the effects of hypoxia on the generation of mitochondrial dsRNA (mtdsRNA) in breast cancer. We found a significant decrease in dsRNA production in different cell lines under hypoxia. This effect was HIF1α/2α-independent. mtdsRNA was responsible for induction of type I IFN and significantly decreased after hypoxia. Mitochondrially encoded gene expression was downregulated and mtdsRNA bound by the dsRNA-specific J2 antibody was decreased during hypoxia. These findings reveal a new mechanism of hypoxia-induced immunosuppression that could be targeted by hypoxia-activated therapies.

## Introduction

Type I interferons (IFNs) include 13 IFNα subtypes, IFNβ, IFNϵ, IFNκ and IFNω, and type II and type III IFNs include IFNγ and IFNλ1-4, respectively. All IFNs are involved in the innate immune response against pathogenic infection. Type I and III IFNs are induced when specific microbial products, known as pathogen-associated molecular patterns (PAMPs), are detected by pattern-recognition receptors (PRRs) (1, 2). PRRs include Toll-like receptors (TLRs), some of which are specialised to survey the endosomal compartment for nucleic acids. In the cytosol, retinoic acid-inducible gene I (RIG-I) and melanoma differentiation-associated gene 5 (MDA5) detect unusual RNA molecules, as well as protein kinase R (PKR), which is also present in the mitochondria (3), while cyclic GMP-AMP (cGAMP) synthase (cGAS) is the major cytosolic double-stranded DNA (dsDNA) sensor and activates stimulator of interferon genes (STING).

Recognition of viral RNA by RIG-I and MDA5 induces protein conformational changes, which allows interaction with the shared adaptor mitochondrial antiviral-signaling protein (MAVS) that then triggers phosphorylation of interferon-regulatory factor 3 (IRF3) and IRF7. These transcription factors induce the expression of type I and III IFNs, chemokines, inflammatory cytokines and other genes (4). All type I IFNs bind a common receptor formed by IFNAR1 and IFNAR2, which through tyrosine kinase 2 (TYK2) and Janus kinase 1 (JAK1) recruits and phosphorylates signal transducer and activator of transcription (STAT) proteins (5). The canonical IFNAR signalling cascade involves STAT1 and STAT2, which form a ternary complex called interferon-stimulated gene factor 3 (ISGF3) with interferon-regulatory factor 9 (IRF9). ISGF3 translocates to the nucleus where it activates the transcription of IFN-stimulated genes (ISGs) (2). PKR is an ISG that binds to dsRNA and phosphorylates the α subunit of the eukaryotic initiation factor 2 (eIF2α) leading to general protein synthesis inhibition in order to restore cellular homeostasis upon viral infection (6). Moreover, it has been described that PKR interacts with several members of the TRAF family involved in MAVS signalling, such as TRAF2 and TRAF6 (7), and further contributing to the IFN response, it can also mediate phosphorylation of STAT1 (6).

Interestingly, type I IFNs can be produced in the absence of infection and are involved in the success of many anticancer treatments such as radiotherapy, chemotherapy, immunotherapy and oncolytic viruses (8), promoting direct (tumour cell growth inhibition) and indirect (antitumour immune response) effects (9).

Hypoxia generates an immunosuppressive microenvironment within the tumour by impeding the homing of immune effector cells and blocking their activity (10). Additionally, tumours contain more immunosuppressive cells, such as myeloid-derived suppressor cells (MDSCs), tumour-associated macrophages (TAMs) and T-regulatory (Treg) cells, in hypoxic regions (10, 11).

Lactate, generated during the metabolic switch to glycolysis under hypoxia, acts as a ‘signalling molecule’ and attenuates the cytotoxic activity of cytotoxic T cells (CTLs) (12) and natural killer (NK) cells (13), helps recruit myeloid-derived suppressor cells (MDSCs) to the tumour (13), and inhibits type I IFN induction *via* MAVS (14).

Mitochondrial DNA (mtDNA) is a closed-circular, dsDNA molecule of about 16.6kb and contains 37 genes coding for two rRNAs, 22 tRNAs and 13 polypeptides (15). Its complementary DNA strands are called H (heavy) and L (light). The L strand is the main coding strand containing the sense sequence of rRNAs and most of the tRNAs and mRNAs. Therefore, these RNAs are transcribed from and hybridize with the H strand (16). Mitochondria generate a number of damage-associated molecular patterns (DAMPs) including ATP, succinate, cardiolipin, N-formylpeptides, mitochondrial transcription factor A (TFAM), cytochrome-c, mtDNA and mitochondrial RNA (mtRNA) (17). Extracellular mtDNA binds to TRL9 (18) whereas cytosolic mtDNA is recognised by inflammasomes (19) and cGAS (20). More recently, mtRNA was described to be a potent DAMP *via* recognition of a specific segment of the mitochondrial single-stranded rRNA by TLR8 (21). In addition, dsRNA originating from convergent mtDNA transcription triggers an MDA5-dependent type I IFN response when released to the cytoplasm (22).

Previously, we showed that the type I IFN responses induced by exogenous dsRNA are downregulated under hypoxia in cell lines from different solid tumors *via* transcriptional repression after changes in chromatin conformation (23). Here, we investigated the role of hypoxia in the regulation of endogenous dsRNA formation and function. We have shown that hypoxia decreases the formation of mtdsRNA, probably by reducing the mitochondrial transcription rate, and lowers the endogenous activation of the type I IFN pathway. This effect is HIF1α/2α independent and occurs in different cancer cell lines as well as non-transformed cell lines. Moreover, different tissues have different immunostimulatory potential.

## Materials and Methods

### Biological Resources

Human total RNA from different tissues used in this study was purchased to Takara Bio/Clontech (Shiga, Japan).

MCF7, T47D, BT474, MDA-MB-231, MDA-MB-453, MDA-MB-468, RCC4, 786-0, U2OS mTUNE, and human fibroblasts were cultured in DMEM low glucose medium (1g/L; Thermo Fisher Scientific, Waltham, Massachusetts) supplemented with 10% FBS no longer than 20 passages. HUVEC cells were purchased from Lonza (Basilea, Switzerland) and grown in EGM2 medium for maximum 7 passages. They were all mycoplasma tested every 3 months and authenticated during the course of this project. Cells were subjected to 1% or 0.1% hypoxia for the periods specified in each experiment using an InVivO_2_ chamber (Baker, Sandford, Maine).

U2OS mTUNE glioblastoma cell lines were kindly donated by Dr Christian Frezza. Three isogenic cell lines with different levels of heteroplasmy of mutated mtDNA were used: M7, M45 and M80 (24).

143B and 143B Rho Zero (Rho Zero) cells were a gift of Dr Karl Morten. Rho Zero cells were generated by treating 143B cells (TK1 deficient) with 10µM 2’,3’-dideoxycytidine (ddC) for 10 days. Both cell lines were grown in high glucose DMEM (Gibco, Carlsbad, California) supplemented with 10% FBS. Rho Zero cell culture media was additionally supplemented with 50µg/mL uridine (A15227.06, Alfa Aesar, Haverhill, Massachusetts).

### Drug Treatment

MCF7 cells were cultured in normoxia or 0.1% hypoxia and treated for 48h with the following mitochondria-targeting drugs: 5μM Vps34 inhibitor SAR405 (16979, Cayman Chemical, Ann Harbor, Michigan), 200μM chloramphenicol (C0378, Sigma-Aldrich, St Louis, Missouri), 100nM mubritinib (S-2216, Selleckchem, Houston, Texas), 5μM ABT-737 (sc-207242, Santa Cruz Biotechnology, Dallas, Texas), 2mM metformin (D150959, Sigma-Aldrich), 5μM gamitrinib-triphenylphosphonium (G-TPP, HY-102007, MedChemExpress, Monmouth Junction, New Jersey), 1μM/10μM IMT1 (HY-134539, MedChemExpress) or 1μM NBS-037 (Novintum Bioscience Ltd., London, England) (25).

### siRNA Transfection

BNIP3 siRNA transfection (**Supplementary Table 1**) was performed in Optimem reduced serum medium at a final concentration of 5nM, the following day cells were exposed to 0.1% hypoxia for 48h. siRNA control was done in parallel and the following day was subjected to normoxia or 0.1% hypoxia for 48h. Oligofectamine (12252-011, Thermo Fisher Scientific) was used following the manufacturer’s instructions.

### Western Blot

Whole cell lysates were prepared with RIPA buffer (R0278, Sigma-Aldrich) containing protease (cOmplete, 11697498001, Sigma-Aldrich) and phosphatase (phosSTOP, 4906845001, Sigma-Aldrich) inhibitors. Samples were subjected to SDS-PAGE and transferred onto PVDF membranes (IPVH00010, Millipore, Burlington, Massachusetts), after blocking, membranes were incubated overnight with primary antibodies (**Supplementary Table 2**) at 4°C. They were later washed and incubated with HRP-anti-mouse/rabbit secondary antibodies (Gibco). Development was performed with Amersham ECL Prime Western Blotting Detection Reagent (GERPN2232, GE Healthcare Life Sciences, Chicago, Illinois) using ImageQuant™ LAS 4000. Stripping with Restore PLUS Western Blot Stripping Buffer (46430, Invitrogen, Carlsbad, California) was performed to blot different antibodies in the same membrane.

### RT-qPCR

RNA was extracted using the Tri-Reagent protocol (T9424, Sigma-Aldrich) and 1µg was reverse transcribed with the High Capacity cDNA reverse transcription kit (44368813, Thermo Fisher Scientific) using random hexamer primers. The PCR reaction containing SensiMix™ SYBR Green^®^ No-ROX Kit (QT650-20, Bioline, London, UK) was run on a 7900 Real time PCR System (Applied Biosystems, Foster City, California) with standard cycling conditions: 10 minutes 95°C, and 40 cycles of 15 seconds 95°C followed by 1 minute 60°C. Gene expression was analysed with the Ct method using *HPRT1* expression for normalization. The primers used are listed in **Supplementary Table 3**.

### *IFNβ* Promoter Reporter Assay

HEK293T-P125 reporter cells (stably expressing the *IFNβ* promoter-Luciferase region (26)) were used to detect specifically immunostimulatory RNAs as they do not express cGAS and the expression of STING is very low. 4x10^4^ cells per well were seeded in 96-well plates. Next day, cells were pre-treated with 30U/mL of IFN-A/D (I4401, Sigma-Aldrich), and after 24h of incubation fresh medium was added and cells were transfected with 100ng of total RNAs from cell cultures or human tissues using Lipofectamine 2000^®^ (11668-019, Thermo Fisher Scientific). As positive controls, 1ng of IVT-RNA or V-EMCV-RNA was used (26). 24h post-transfection, cells were lysed and measured using OneGlo luciferase assay (E6120, Promega, Madison, Wisconsin) in a FluorOPTIMA luminometer.

### Immunofluorescence for dsRNA or PKR

Cells were plated on coverslips (VWR Collection, Radnor, Pennsylvania) and exposed to 0.1% O_2_ hypoxia for 48h. Prior to fixation, mitochondria were stained for 1h with 200nM MitoTracker Deep Red (M22426, Thermo Fisher Scientific). After, cells were washed and fixed with 4% (v/v) paraformaldehyde (PFA) for 8 min at room temperature (RT). Then, cells were washed and permeabilized with 0.1% Triton X-100 for 20 min at RT. PFA was neutralized with 0.1M glycine for 10 min at RT. After washing three times, cells were incubated for 60 min with blocking solution [PBS containing 1% (w/v) BSA and 10% (v/v) normal goat serum (ab7481, Abcam, Cambridge, UK)]. Cells were incubated overnight at 4°C in a humidified chamber with J2 primary antibody (10010200, Scicons, Szirák, Hungary) at 1:200 or PKR (sc-6282, Insight Biotechnology Ltd, Wembley, UK) at 1:50, and rhodamine phalloidin (R415, Invitrogen) at 1:40 in block solution. Cells were washed three times and incubated with goat anti-mouse IgG Alexa Fluor 488 (R37120, Invitrogen) secondary antibody at 1:500 and Hoechst 33342 (H3570, Invitrogen) at 1:1000 concentration in block solution for 1h at RT. After washing three times with PBS, coverslips were mounted with Vectashield^®^ Mounting Medium (H-1000, Vector Labs, Burlingame, California) and sealed with nail polish.

### Immunofluorescence dsRNA Image Analysis

Slides were imaged in a Zeiss 880 Inverted confocal microscope (Zeiss) using a 63x Plan-Apochromat objective. Laser properties, acquisition mode and detectors were manually adjusted for each experiment. Fiji Image J software was used for image analysis, using specific macros created by Dr Ulrike Schulze and Dr Dominic Waithe. A minimum of 35 cells per condition were analysed.

### Live Cell Immunofluorescence

2x10^4^ MCF7 cells were seeded in 24-well glass-bottom SensoPlate™ (662892, Greiner) for 48h. 1h prior to imaging, media was removed and replaced with complete DMEM containing 50nM LysoTracker™ Red DND-99 (L7528, Invitrogen™) and 100nM MitoTracker™ Green FM (M7514, Invitrogen™). Then, media was removed and replaced with fresh media. Living cells were imaged in a Zeiss 880 Inverted confocal microscope (Zeiss) using a ZEN fluorescence microscopy system (Zeiss) and a 63x Plan-Apochromat objective. Laser properties, acquisition mode and detectors were manually adjusted for each experiment.

### Mitochondria Extraction

Mitochondria were isolated from MCF7 cells seeded in normoxia or 0.1% hypoxia for 48h using Mitochondria Isolation Kit for Cultured Cells (89874, Thermo Fisher Scientific) and following manufacturer’s instructions. Mitochondrial RNA was extracted using Tri Reagent, following the protocol previously explained. In step 8 of manufacturer’s instructions, the cytosolic fraction was kept and 200uL were used to extract RNA.

### Immunoprecipitation of dsRNA

Protein G Dynabeads (10004D, Invitrogen) were washed and resuspended in NET-2 buffer. 5µg of J2 antibody or mouse IgG2 (400201, BioLegends, San Diego, California) were bound to 100μL of beads for 1h at RT on a thermoshaker. Conjugated beads were washed three times with NET-2 Buffer. 80–90% confluent MCF7 cells from 10cm^2^ plate (×2) were washed with 10mL of cold PBS. Cells were scraped and transferred to a falcon and spun at 500*g* at 4°C, 5 min. Cell pellet from one 10cm^2^ plate was lysed in 1mL of NP-40 lysis buffer and transferred to a tube and incubated on ice for 5 min. Following centrifugation at 17,000*g* at 4°C for 5 min, supernatant was carefully transferred to a new tube. Total RNA was harvested from 10% input lysate using Tri Reagent. For immunoprecipitation, lysate was supplemented with 10 units of RNase free TurboDNase (AM2238, Thermo Fisher Scientific) at 10mM MgCl_2_ per 1mL of mix. 100μL of J2-Dynabeads was added to 1mL of above lysate and left for 1–2h at 4°C. Following magnetic separation, beads were washed twice with 1mL of high salt washing buffer (HSWB). Beads were transferred to a new tube with NET-2 buffer and washed twice with the same buffer. J2-bound dsRNA was extracted with Tri Reagent. The RNA samples were sent for sequencing. NET-2 buffer (50mM Tris-Cl, pH 7.4, 150mM NaCl, 1mM MgCl_2_, 0.5% NP-40), NP-40 lysis buffer (50mM Tris-Cl pH 7.4, 150mM NaCl, 5mM EDTA, 0.5% NP-40), high salt wash buffer (50mM Tris-Cl pH 7.4, 1M NaCl, 1mM EDTA, 1% NP-40, 0.5% DOC, 0.1% SDS).

### RNA-Sequencing and Data Analysis

Libraries for paired end sequencing were prepared using standard Illumina protocol and sequencing was performed using Illumina NovoSeq 6000 sequencer at Wellcome Centre for Human Genetics. Raw reads were processed using FASTQC and Cutadapt and aligned to the genome using STAR. Normalised counts of nuclear encoded genes involved in mitochondrial function and mitochondrial encoded genes were used for generation of heatmaps. In order to estimate the proportion of counts that map to mitochondrial and non-mitochondrial genes; transcript per million (TPM) normalized value of transcripts encoded by mitochondrial and non mitochondrial genome in different replicates was calculated. Proportion of TPM counts in mitochondrial or non-mitochondrial fractions was calculated by dividing the sum of TPM counts in the fraction by total TPM counts.

### Statistical Analysis

GraphPad Prism 8.0 statistical analysis software (GraphPad Software) was used. If not otherwise specified, all the experiments were performed in 3 biological triplicates. ANOVA or ANOVA on ranks was normally used to study one variable in more than 2 groups depending on if they follow a normal distribution or not respectively. When two means were compared, t-test was performed if samples followed a normal distribution or Mann-Whitney if there was not a normal distribution. When analysing the βluence of two different independent variables on one dependent variable, 2-way ANOVA was applied. In the graphs, the error bars depict the standard error of the mean (SEM).

## Results

### Hypoxia Prevents the Accumulation of Immunostimulatory RNAs

Given the immuno-suppressive role of hypoxia, we tested whether cancer cell lines cultured in normoxia or hypoxia contain different amounts of immunostimulatory RNA. We extracted total RNA from the breast cancer cell line MCF7 cultured for 48 hours in normoxia or in 1% or 0.1% hypoxia. We then transfected this RNA into an *IFNβ* promoter reporter cell line (26). RNA from cells grown in normoxia induced expression of the reporter, indicative of the presence of immunostimulatory RNA (**Figure 1A**). To determine the sensor for this endogenous RNA, we tested the response in reporter cells lacking MDA5, RIG-I or MAVS. This analysis showed that total RNA from MCF7 cells induced an MDA5-MAVS-dependent response (**Figure 1A**). Interestingly, RNA from hypoxic cells (hypoxic RNA) had a significantly reduced capacity to induce activation of the *IFNβ* promoter reporter compared with RNA from normoxic cells (normoxic RNA; **Figure 1A**). Moreover, much like the response to normoxic RNA, residual reporter induction after hypoxic RNA transfection was MDA5-MAVS-dependent and RIG-I-independent (**Figure 1A**).

**Figure 1:**
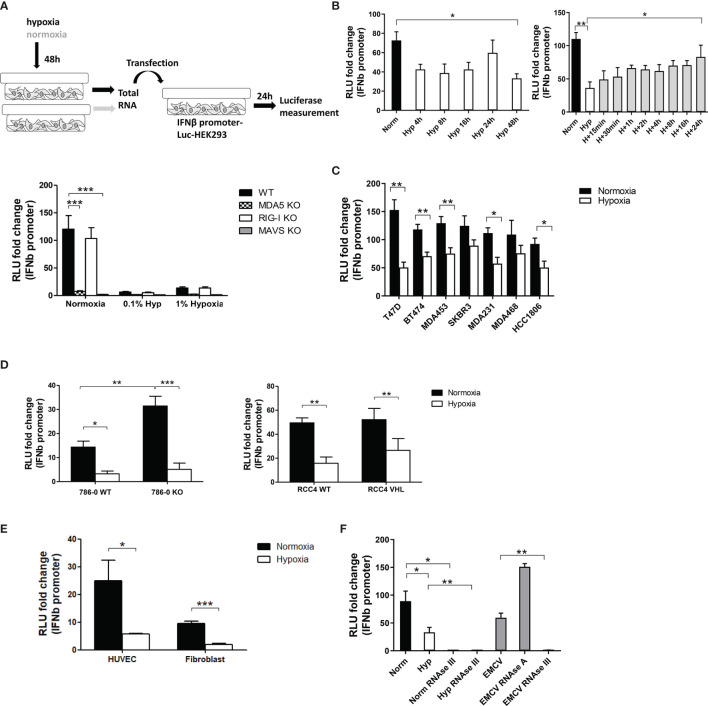
Hypoxia decreased *IFNβ* promoter stimulation. **(A)** An outline of the experiment is shown (top, please see text for detail). *IFNβ* promoter reporter cells of the indicated genotypes were transfected with total RNA extracted from MCF7 cells exposed for 48h to normoxia, 1% hypoxia and 0.1% hypoxia. 24h after transfection, reporter cells were lysed and firefly luciferase activity was determined (bar charts; RLU, relative light units). Data from control cells treated with transfection reagent only were used to calculate RLU fold changes after RNA transfection (n=10). **(B)** *IFNβ* promoter stimulation time course using RNA from MCF7 cells exposed to normoxia or 0.1% hypoxia for 4h, 8h, 16h, 24h and 48h (left panel, n=3), and reoxygenation for 15min, 30min, 1h, 2h, 4h, 8h, 16h and 24h after 48h in 0.1% hypoxia (right panel, n=3). **(C)** *IFNβ* promoter stimulation using RNA from a panel of breast cancer cell lines exposed to normoxia or 0.1% hypoxia for 48h. **(D)** *IFNβ* promoter stimulation using RNA from 786-0 WT or 786-0 HIF2α KO cells (786-0 KO, left panel, n=3), and RCC4 EV or RCC4 VHL (right panel, n=3) exposed to normoxia or 0.1% hypoxia for 48h. **(E)** *IFNβ* promoter stimulation using RNA from non cancerous cell lines exposed to normoxia or 0.1% hypoxia for 48h (n=3). **(F)** *IFNβ* promoter stimulation using RNA from MCF7 cells treated with RNAse A or RNAse III, and EMCV dsRNA as positive control (n=3). Number of replicates indicate biological replicates and data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

As 0.1% hypoxia had a greater effect than 1% hypoxia (**Figure 1A**), subsequent experiments were performed under 0.1% hypoxic conditions. A time course in hypoxia for 4h, 8h, 16h, 24h and 48h showed that 4h in hypoxia was enough to lower *IFNβ* promoter stimulation and it was maintained up till 48h (**Figure 1B** left panel). The time course for recovery after reoxygenation following 48h hypoxia was evaluated at 15min, 30min, 1h, 2h, 4h, 8h, 16h and 24h. Reoxygenation caused a gradual recovery of *IFNβ* promoter stimulation reaching normoxic basal levels at 24h (**Figure 1B** right panel).

A panel of breast cancer cell lines with different receptor status were used to rule out a cell line dependent effect of hypoxia in MCF7 cells. Hypoxic RNA was much less effective than normoxic RNA in stimulating *IFNβ* promoter in all cell lines (**Figure 1C**).

### Hypoxic Reduction of dsRNA Formation Is HIF1α/2α Independent

Normoxic and hypoxic RNA from 786-0 WT (HIF1α deficient and HIF2α upregulated due to *VHL* mutation) and 786-0 HIF2α KO (hereafter 786-0 KO, HIF1α and HIF2α deficient), and RCC4 WT (*VHL* mutation leading to HIF1α and HIF2α constitutive overexpression) and RCC4 VHL (*VHL* restored causing HIF1α and HIF2α downregulation) was tested. In both cell lines and all genotypes, hypoxic RNA triggered significantly lower *IFNβ* promoter stimulation (**Figure 1D**), highlighting the HIF-independent effect. However, 786-0 KO cells showed higher *IFNβ* promoter activation under normoxia compared to 786-0 WT, suggesting an effect of HIF2α in suppressing IFNβ induction, although minimal compared to the effect of hypoxia.

We also tested normal endothelial cells (HUVECS) and fibroblasts. Again, hypoxic RNA significantly reduced the activation of *IFNβ* promoter (**Figure 1E**) pointing to a general effect of hypoxia independently of cancer.

To analyse which RNA species from the total RNA were responsible for the *IFNβ* promoter induction, normoxic and hypoxic RNA from MCF7 cells was treated with different RNAses and EMCV (*Encephalomyocarditis Virus*), containing only dsRNA, was used as positive control. RNAse III (specific for dsRNA) treatment completely abolished normoxic, hypoxic and EMCV RNA induced *IFNβ* promoter activity, whereas RNAse A (specific for single-stranded RNA, ssRNA) treatment did not affect the luciferase signal (**Figure 1F**), showing that endogenous dsRNAs are responsible for the *IFNβ* promoter activation rather than ssRNA.

### Imaging of dsRNA Levels Downregulation Under Hypoxia

To visualise the downregulation of dsRNA levels in hypoxia, fluorescence microscopy was performed using the J2 antibody which is widely used to specifically detect dsRNA (22, 27). dsRNA staining was detected both inside (**Figure 2A** white arrow) and outside (**Figure 2A** blue arrow) mitochondria and although there was substantial variability of dsRNA intensity among individual cells, it was significantly lower in MCF7 hypoxic cells (**Figure 2A**). The downregulation was time-dependent and significant after 16h in hypoxia (**Figure 2B**). To confirm the HIF1α/HIF2α-independence observed in the *IFNβ* promoter assay, 786-0 WT and 786-0 KO cells were stained and both cell lines showed significantly lower dsRNA levels in hypoxia (**Figure 2C**).

**Figure 2:**
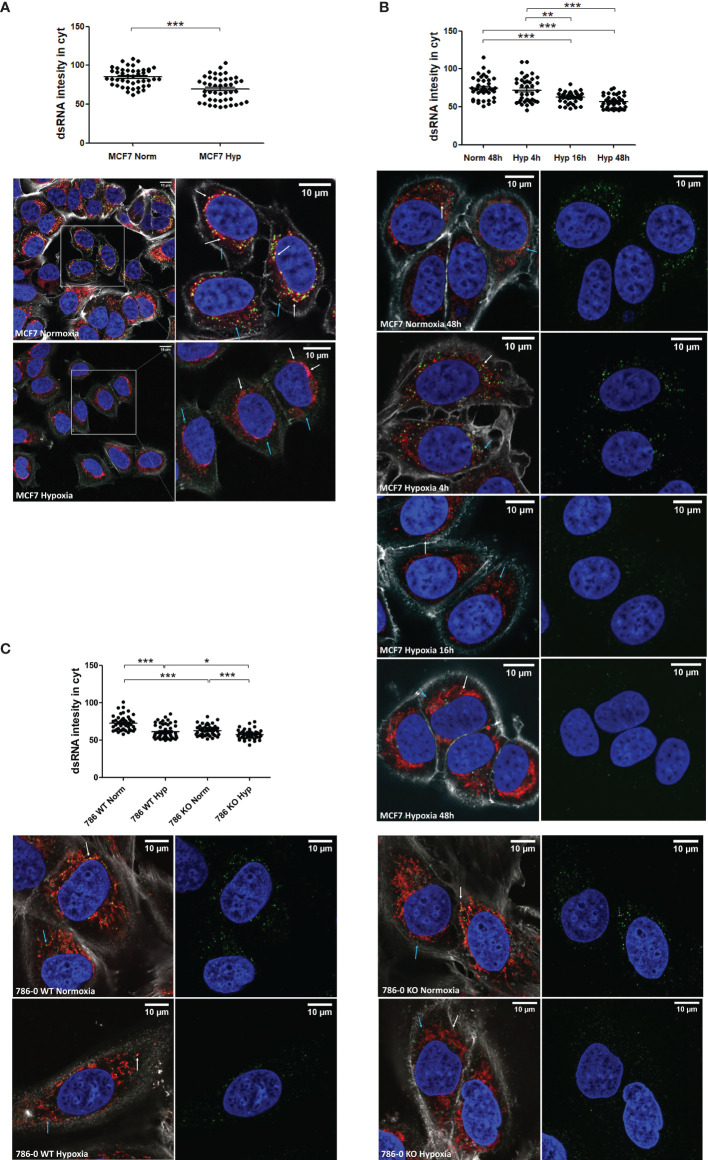
dsRNA staining is significantly lower under hypoxia independently of HIF1α/2α expression. **(A)** dsRNA was stained using J2 antibody in MCF7 cells exposed to normoxia (n=45 cells) or 0.1% hypoxia (n=45 cells) for 48h from 3 independent replicates. **(B)** dsRNA was monitored during a time course of MCF7 cells in normoxia (n=40 cells), or exposed to 0.1% for 4h (n=40 cells), 16h (n=40 cells), and 48h (n=40 cells) from 3 independent replicates. **(C)** HIF1α/2α involvement was evaluated by staining dsRNA in 786-0 WT cells (786 WT, n=46 normoxic cells and n=46 hypoxic cells), and 786-0 HIF2α-KO cells (786 KO, n= 45 normoxic cells and n=45 hypoxic cells) from 3 independent replicates. Data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Green: J2 antibody staining, blue: DAPI, and red: MitoTracker staining. White arrow: dsRNA inside of mitochondria, blue arrow: dsRNA outside of mitochondria. Scale bars correspond to 10μm.

As control for the antibody to dsRNA, MCF7 cells were treated with NBS-037, a drug inhibiting mitochondrial protein synthesis and secondarily mtRNA synthesis (25). NBS-037 treatment markedly decreased dsRNA levels (**Supplementary Figure 1**).

### mtDNA and Effect Of Mutation Status on dsRNA in Hypoxia

It was recently shown that 99% of endogenous dsRNA originates during mtDNA transcription (22). Therefore, we tested cells lacking mtDNA (Rho Zero) and found significantly lower dsRNA staining in the Rho Zero cells than the parental 143B cell line (**Figure 3A**) and similar reduction in *IFNβ* promoter activation (**Figure 3B**). This strongly supports the specificity of the J2 antibody and the *IFNβ* promoter for dsRNA, and suggests that hypoxic downregulation of mtdsRNA relies on having functional mitochondria. Surprisingly, there was no difference between normoxia and hypoxia in the 143B parental cell line, either in the dsRNA staining or in the *IFNβ* promoter assay. This was the only cell line among all tested in which hypoxia did not downregulate the type I IFN pathway.

**Figure 3:**
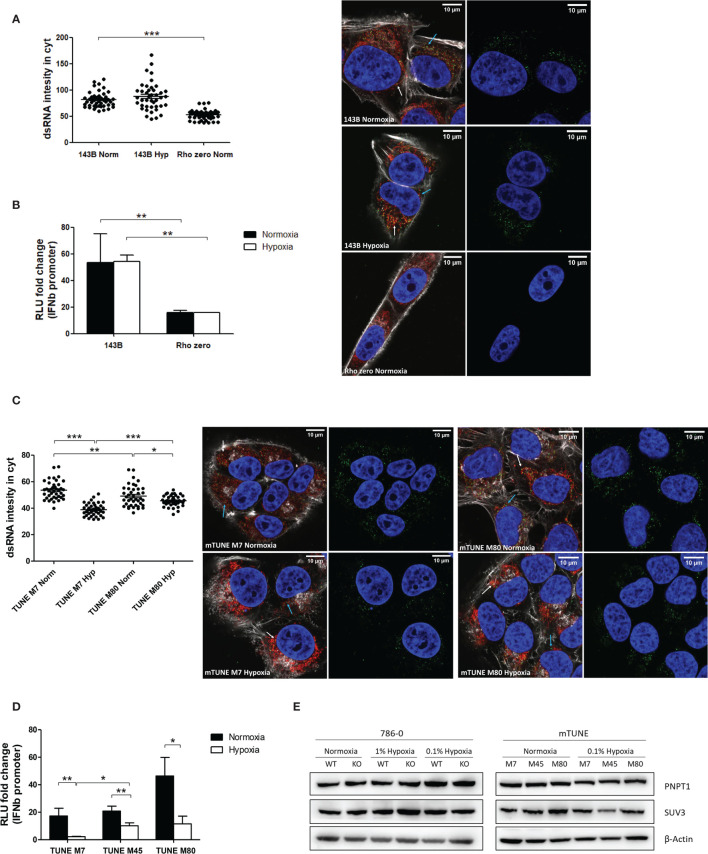
Mitochondrial alterations did not affect dsRNA staining reduction under hypoxia. **(A)** Representative images showing dsRNA staining using J2 antibody in 143B WT cells in normoxia (n=44 cells) or 0.1% hypoxia (n=42 cells) for 48h and in 143B lacking mtDNA (Rho Zero) exposed to normoxia (n=40 cells) from 3 independent replicates. **(B)** *IFNβ* promoter stimulation was evaluated using RNA from 143B WT and Rho Zero cells cultured in normoxia and 0.1% hypoxia for 48h (n=3; RLU, relative light units). **(C)** Representative images showing dsRNA staining in U2OS isogenic lines harbouring 7% vs 80% of heteroplasmy for the mtDNA mutation m8993T>G (mTUNE M7 normoxia n=40 cells and 0.1% hypoxia n=40 cells, M80 normoxia n=40 cells and 0.1% hypoxia n=40 cells) from 3 independent replicates. **(D)** *IFNβ* promoter stimulation using RNA from mTUNE M7, M45 and M80 cells in normoxia and 0.1% hypoxia for 48h (n=3). **(E)** Western blot showing PNPT1 and SUV3 dsRNA degrading enzymes protein levels in normoxia and hypoxia (n=3). Number of replicates indicate biological replicates and data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Green: J2 antibody staining, blue: DAPI, and red: MitoTracker staining. White arrow: dsRNA inside of mitochondria, blue arrow: dsRNA outside of mitochondria. Scale bars correspond to 10μm.

As hypoxia causes a shift to reductive carboxylation for glutamine utilisation by mitochondria (28), we considered that differences in metabolism in hypoxic mitochondria could contribute to mtdsRNA production. The mtDNA mutation m8993T>G affects ATP6, a key subunit of ATP synthase, leading to several serious diseases e.g. retinitis pigmentosa and fatal childhood maternally inherited Leigh’s syndrome. Isogenic cell lines with different levels of heteroplasmy of the mtDNA mutation m8993T>G were generated. As the percentage of heteroplasmy for m8993T>G increased from 7 to 80% (U2OS mTUNE M7, M45, M80), oxygen consumption decreased and extracellular acidification increased, allowing intra-mitochondrial metabolism to be modified without manipulation (24). We aimed to see if this switch in glucose utilisation by mitochondria could affect mtRNA synthesis. The basal level of cytoplasmic dsRNA was similar in M7 and M45 (data not shown), but higher in M80 cells. However, hypoxia downregulated dsRNA levels in all mTUNE cell lines independently of the mutation level and metabolic profile (**Figure 3C**) and caused significantly lower *IFNβ* promoter activation (**Figure 3D**).

Moreover, it was previously reported that mtdsRNA accumulated when the degrading enzymes PNPT1 and SUV3 were inhibited, and downregulation of PNPT1 triggered the type I IFN pathway (22). However, neither PNPT1 nor SUV3 protein levels were affected by 0.1% hypoxia for 48h (**Figure 3E**).

### PKR Preferentially Locates in the Nucleus Under Hypoxia

PKR, alongside RIG-I and MDA5, is a key member of the antiviral signaling hub activated by dsRNA molecules. It has been described to be located and activated in the mitochondria independently of PNPT1 deficiency (3). We therefore analysed the gene expression and protein levels of PKR in MCF7 cells and found that these were significantly downregulated in hypoxia both at mRNA (**Figure 4A** left panel) and protein (**Figure 4A** right panel) level. In addition, the downregulation was time-dependent (**Figure 4B**), starting to lower as soon as 4h of hypoxia exposure, but being significant after 16h, as previously seen for RIG-I and MDA5 (23). Furthermore, reoxygenation after hypoxia exposure recovered the expression levels of PKR (**Figure 4C**).

**Figure 4:**
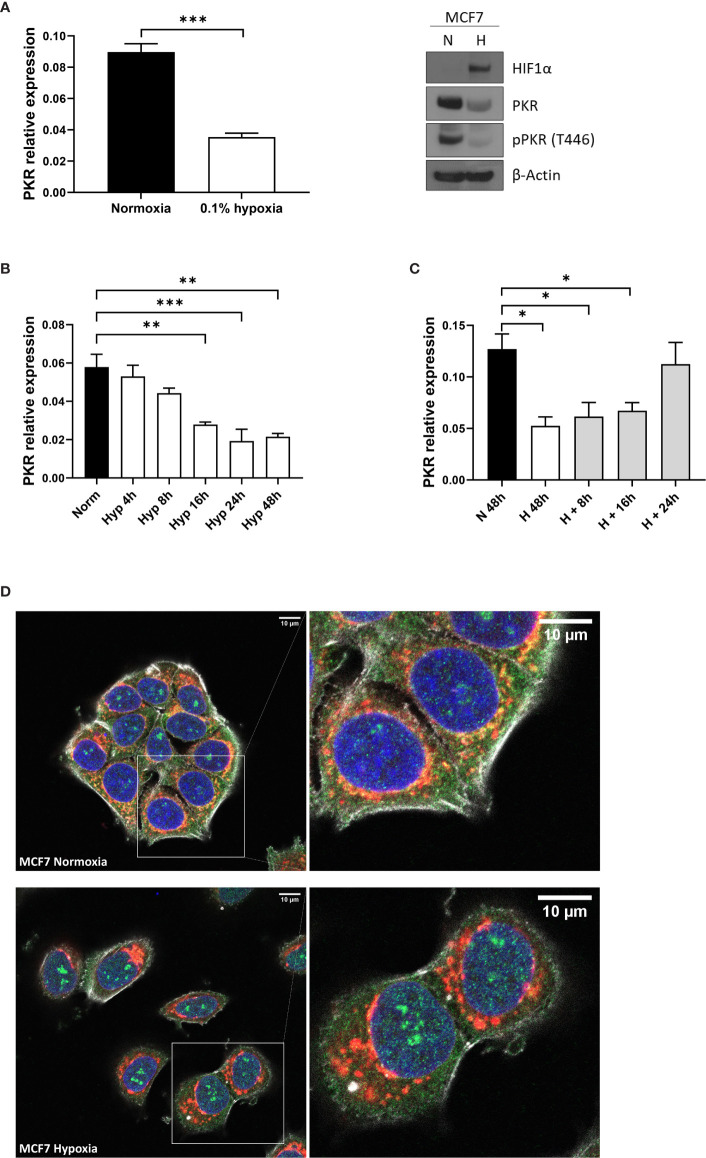
PKR is downregulated in hypoxia. **(A)** PKR expression levels analysed by qPCR and western blot in MCF7 cells cultured in normoxia or 0.1% hypoxia for 48h (n=3). *PKR* mRNA expression was analysed in MCF7 cells cultured in normoxia or 0.1% hypoxia for 4h, 8h, 16h, 24h and 48h (n=3) **(B)** and in MCF7 cells cultured in 0.1% hypoxia for 48h and later reoxygenated for 8h, 16h and 24h (n=3) **(C)**. **(D)** PKR was stained using PKR antibody in MCF7 cells exposed to normoxia or 0.1% hypoxia for 48h from 3 independent replicates. Number of replicates indicate biological replicates and data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Green: PKR antibody staining, blue: DAPI and red: MitoTracker staining. Scale bars correspond to 10μm.

PKR locates in both the nucleus and the mitochondria, where it can interact with noncoding nuclear RNAs as well as mtRNA, respectively (3). Hypoxia increased the levels of PKR protein in the nucleus, staining specifically in the nucleolus, while decreasing the amount of PKR in the mitochondria. There were changes in mitochondria morphology as previously noted in hypoxia (29, 30) (**Figure 4D**).

### Hypoxia Reduces mtDNA Transcription

We measured the expression of some mitochondrial encoded genes (*12S*, *ND3*, *ATP6* and *CYTB*) and also nuclear encoded genes involved in mtDNA transcription [*POLRMT* (mitochondrial RNA polymerase that catalyses mtDNA transcription), *TFAM* (which stabilizes mtDNA, regulates mtDNA transcription, and is required for efficient promoter recognition by POLRMT) and *TFB1M* (mitochondrial dimethyladenosine transferase 1 whose interaction with POLRMT and TFAM is required for mtDNA transcription)]. Both sets of genes were significantly downregulated in MCF7 cells cultured under 0.1% hypoxia (**Figure 5A**). Most of the tested genes showed lower expression after only 4h under hypoxia (*POLRMT*, *TFAM*, *ND3*, *ATP6* and *CYTB*) but it was significant for all when cultured for 16h in hypoxia. These results were confirmed by the general downregulation observed in mitochondrial encoded genes and nuclear encoded genes involved in mitochondrial function [from MitoCarta 2.0 (31)] using RNA-seq data from MCF7 cells cultured in normoxia or 0.1% hypoxia for 48h (**Figure 5B**). 

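Total RNA from MCF7 cells, an oestrogen receptor-positive breast cancer cell line, cultured in normoxia or 0.1% hypoxia for 48h was sequenced in 3 libraries per condition, which the paper calls biological replicates. The authors checked the reads with FASTQC, trimmed them with Cutadapt and aligned them with STAR, to hg38 according to the notes deposited with the data. The deposited values are raw counts per gene. The counting tool, its strand setting and whether the libraries were made from poly(A) RNA or after rRNA depletion are not given in the sources used here. Total counts per library ranged from 20087217 to 21215927 in normoxia (median 21087417) and from 16486052 to 23063353 in hypoxia (median 22922474). After TMM normalization and edgeR's filter on low counts, 16198 genes were tested with edgeR's quasi-likelihood test. At an adjusted p under 0.05, 1849 genes were higher in hypoxia and 1711 were lower. All 3 hypoxia libraries lay on the same side of all 3 normoxia libraries for 45.6% of the genes tested, where chance gives 10%. Scaling by library size alone moved the median log2 fold change of all genes to −0.13 and gave 1355 genes higher and 2382 lower. Without normoxia replicate 1, 2 or 3 or hypoxia replicate 3, the genes higher numbered 716, 463, 801 and 949, and those lower 567, 344, 663 and 541. Hypoxia replicate 2 stood apart from the other libraries, with a TMM factor of 0.858 and correlations of log2 CPM with the other 5 libraries of 0.941 to 0.978.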

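All 13 mitochondrial mRNAs, which encode subunits of the respiratory chain and ATP synthase, had negative log2 fold changes in hypoxia, and 9 of them fell (10 when adjusted over the list alone). MT-ND6 (ENSG00000198695), a complex I subunit and the only mRNA transcribed from the light strand, lies on chromosome MT of GRCh38.p14 from 14149 to 14673. It fell from 91.5 ± 10.5 CPM (SD, n = 3) in normoxia to 16.2 ± 6.18 CPM in hypoxia, a log2 fold change of −2.50 (standard error 0.28, adjusted p = 0.00224, edgeR). Its share of the counts of the 13 mRNAs was 0.178% ± 0.0177 (SD, n = 3) in normoxia and 0.0444% ± 0.0190 in hypoxia (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Reads of MT-ND6 and of RNA from the opposite strand cannot be told apart without the strand setting. MT-CO3, a cytochrome c oxidase subunit, had a log2 fold change of −1.06 (adjusted p = 0.00264). That of MT-ND2 was −1.01 (adjusted p = 0.00206). MT-ATP8 fell by a similar amount (adjusted p = 0.00261), and MT-ATP6, MT-CO2, MT-ND1, MT-CYB and MT-ND3 had values from −0.74 to −0.53. Of these, MT-CO2, MT-ND1, MT-CYB and MT-ND3 did not pass without normoxia replicate 2, all but MT-CO2 did not without normoxia replicate 1, and MT-ND1 and MT-ND3 did not without hypoxia replicate 3. MT-CO1, MT-ND4L, MT-ND4 and MT-ND5 did not pass the test, with values of −0.34, −0.33, −0.16 and −0.07, though all but MT-ND5 passed with library sizes alone and without hypoxia replicate 2. As a set, the mRNAs lay below other genes (camera, adjusted p = 1.43e-08, and adjusted p = 0.284 with an estimated correlation). Fry, which does not set a list against other genes, gave them an adjusted p of 0.00742. Of 3 mitochondrial tRNAs with enough counts, MT-TQ fell, from 3.77 ± 1.99 CPM (SD, n = 3) to 0.691 ± 0.652 CPM, and did not pass without any of the normoxia replicates or hypoxia replicate 3. Neither rRNA passed edgeR's test: MT-RNR1 (12S) had a log2 fold change of 0.75 (adjusted p = 0.108) and MT-RNR2 (16S) of 0.16 (adjusted p = 0.770). MT-RNR1 passed as higher with no filter on low counts (adjusted p = 0.0116) and without hypoxia replicate 1 (log2 fold change 0.96). It was at 2421 CPM in hypoxia replicate 2 against 1039 and 1197 CPM in the other hypoxia libraries. Its lowest log2 fold change in any alternative was 0.28. At an unadjusted p under 0.05, 1 of these 2 rRNAs was higher, and DESeq2 called 0. Hypoxia replicate 2 held 9877 CPM of MT-RNR2 against 3915 and 3620 CPM in the other two hypoxia libraries, and without it the log2 fold change of MT-RNR2 was −0.45 (adjusted p = 0.00492). MT-RNR2 was at −0.02 with library sizes alone and at −0.00080 with replicate number as a block. In all, 10 of 18 mitochondrially encoded genes tested fell and none rose, against 6 without normoxia replicate 1 and 5 without normoxia replicate 2.

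**Figure D1:**
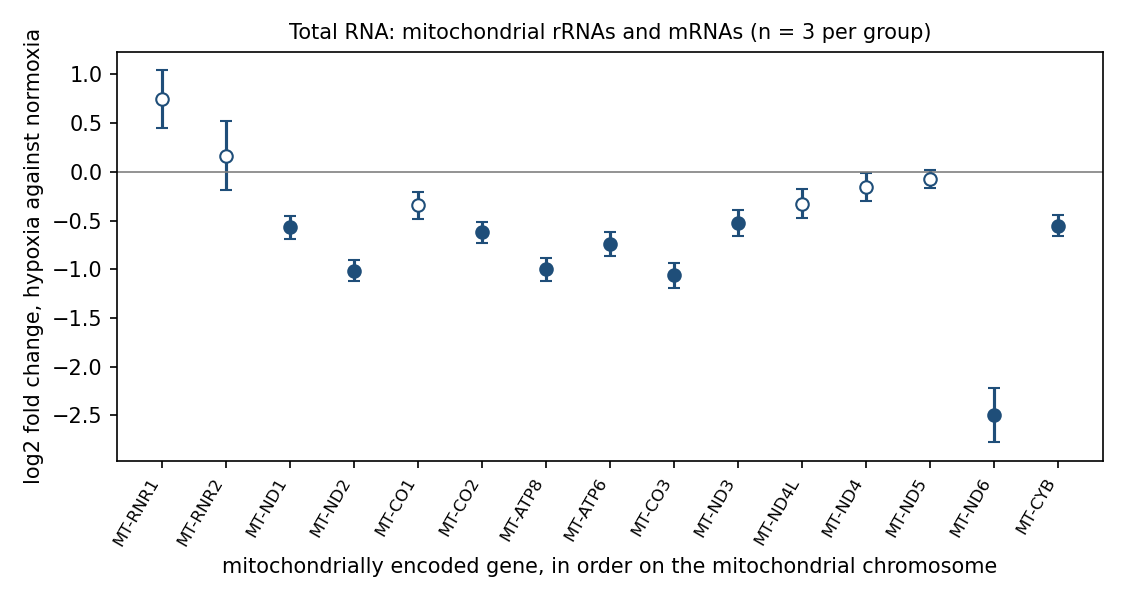
Log2 fold change in total RNA, hypoxia against normoxia, of the mitochondrial rRNAs and mRNAs in their order on the mitochondrial chromosome, from 3 libraries per condition. Points are edgeR estimates, bars are standard errors and filled points have an adjusted p under 0.05; MT-ND6 is the lowest at −2.50 and MT-RNR1 the highest at 0.75, and MT-RNR2 (0.16) is below 0 with library sizes alone.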

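Nuclear genes of mitochondrial function were taken from lists written for this purpose, as the MitoCarta 2.0 list was not in hand. The lists were written before the data were examined, but after the paper's supplementary tables, which hold gene results for the same comparisons, had been read. Of 315 such genes tested in total RNA, 76 fell and 5 rose (89 and 7 when adjusted over the list alone). Of 81 mitochondrial ribosomal proteins, 27 fell and none rose (35 and 0 when adjusted over the list alone). Among them were MRPL36, which fell from 36.4 ± 4.63 CPM (SD, n = 3) to 18.1 ± 2.00 CPM, and MRPL41, from 83.6 ± 4.52 to 42.3 ± 6.37 CPM. Of 33 mitochondrial translation factors, 9 fell, among them the methionyl-tRNA synthetase MARS2 (log2 fold change −0.86) and TACO1 (−0.77), a translational activator of MT-CO1. In mitochondrial transcription and RNA processing, 8 of 32 genes fell, among them the rRNA methyltransferase MRM1 (−0.93) and FASTKD5 (−0.80), and the termination factor family member MTERF4 rose (0.59). Of 14 genes of mtDNA maintenance, the helicase TWNK fell (−0.83) and the nucleotide carrier SLC25A36 rose (0.55). Of 18 ATP synthase subunits 6 fell, with ATP5MC1 at −0.82. Of 36 complex I subunits 5 fell (NDUFS6, NDUFS8, NDUFB1, NDUFS1 and NDUFAB1), with NDUFS6 at −0.67. Of 13 subunits of complexes II and III 4 fell (CYC1, UQCRFS1, SDHB and UQCR10), with CYC1 at −0.60. None of 12 complex IV subunits passed edgeR's test, while 2 were lower at an unadjusted p under 0.05 and DESeq2 called 0. COX4I1 was at −0.03 and COX6C at 0.16. In the citric acid cycle, IDH3A (−1.20), FH and PDHA1 fell and IDH2 (0.59) rose, of 18 genes. In fatty acid oxidation, SLC25A20 (−0.91), ECI1 (−0.68), CPT2, CPT1A and ETFA fell, of 17 genes. Of 36 genes of mitochondrial import and folding, 7 fell, with TIMM10 at −0.61, and the protease LONP1 (0.75) and the import receptor TOMM20 (0.49) rose. The 315 genes together lay below other genes (camera, adjusted p = 1.54e-07), as did the mitochondrial ribosome (adjusted p = 7.74e-08). With an estimated correlation, the adjusted p was 0.391 for both, and by fry it was 0.012 and 0.0101. MRPL36, MRPL41, TACO1, TWNK, ATP5MC1, CYC1, IDH3A and ECI1 passed the test in every alternative and with any library left out, and the other genes named here as having passed did not in at least 1 of these. The 76 genes that fell became 26, 15, 37 and 23 without normoxia replicates 1, 2 and 3 and hypoxia replicate 3, 133 without hypoxia replicate 2, and 142 with library sizes alone. The 5 that rose became 0, 0, 0 and 1 without normoxia replicates 1, 2 and 3 and hypoxia replicate 3, and 3 with replicate number as a block. The paper takes these 2 groups of genes together with its qPCR series, and later proposes, with the POLRMT inhibitor and the mitochondrial staining, that hypoxia lowers mtDNA transcription without affecting mitochondrial content and so lowers the production of dsRNA.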

As expected, nuclear encoded genes involved in glycolytic metabolism such as pyruvate dehydrogenase kinase 1 (*PDK1*) or glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) were upregulated in hypoxia.

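Glycolysis and HIF target genes rose together in total RNA: 21 of 23 genes of glycolysis and 32 of 34 HIF targets were higher in hypoxia (21 and 33 when adjusted over the list alone). PDK1 (ENSG00000152256), the kinase that restrains pyruvate entry into the citric acid cycle, lies on chromosome 2 of GRCh38.p14 from 172555373 to 172724312. It rose from 35.7 ± 12.9 CPM (SD, n = 3) in normoxia to 249.8 ± 86.4 CPM in hypoxia, a log2 fold change of 2.80 (standard error 0.32, adjusted p = 0.00224, edgeR). GAPDH (ENSG00000111640), on chromosome 12 from 6534517 to 6538371, rose from 3152 ± 269 CPM (SD, n = 3) to 9456 ± 2046 CPM, a log2 fold change of 1.58 (standard error 0.17, adjusted p = 0.00198, edgeR). The glucose transporter SLC2A3 (4.77) and the regulatory enzyme PFKFB3 (3.19) had the largest log2 fold changes of the glycolysis list. The lactate exporter SLC16A3 fell (−0.63) and the muscle-type phosphofructokinase PFKM was at −0.10 (adjusted p = 0.467). Without normoxia replicate 1, 2 or 3, SLC16A3 did not pass the test. Among HIF targets, the vasodilator peptide gene ADM had a log2 fold change of 5.03 and IGFBP3 of 4.28. EGLN3, a prolyl hydroxylase that targets HIF, rose from 28.1 ± 4.73 CPM (SD, n = 3) to 217.9 ± 16.0 CPM. Carbonic anhydrase CA12 fell (−0.71) and JMJD6 was at 0.58 (adjusted p = 0.105). CA12 did not pass without normoxia replicate 2 or hypoxia replicate 3, and ADM did not without normoxia replicate 2. Both lists lay above other genes (camera, adjusted p = 5.73e-33 for glycolysis and 9.48e-60 for HIF targets). With an estimated correlation, the adjusted p was 0.284 for both, and by fry it was 0.00742 for both. Among genes with a mean log2 CPM of at least 1 and no overlap between conditions, the largest rise was that of CYP1A1, an enzyme induced through the aryl hydrocarbon receptor (5.25), followed by ADM, RASD1 (4.73), SEMA5B (4.54), KRT17 (4.41), EDN2 (4.37), IGFBP3, FAM13A (4.21), LINC03047 (4.19) and the lysyl oxidase LOX (4.17). The largest falls were those of CALML5 (−2.94), CD22 (−2.72), SOX18 (−2.57), the adenylate cyclase ADCY5 (−2.56), MT-ND6, MT-TQ, OVOL2 (−2.48), KIF12 (−2.40), SLC25A35 (−2.29) and the adenosine receptor ADORA1 (−2.29). Without normoxia replicate 2, RASD1, KRT17, EDN2 and LINC03047 did not pass, nor did RASD1, KRT17 and EDN2 without normoxia replicate 1 and KRT17 and EDN2 without normoxia replicate 3. Without hypoxia replicate 2, which held the highest counts of ADM, RASD1, KRT17 and EDN2, these 4 passed with log2 fold changes of 3.81, 3.45, 2.57 and 2.78.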

**Figure 5:**
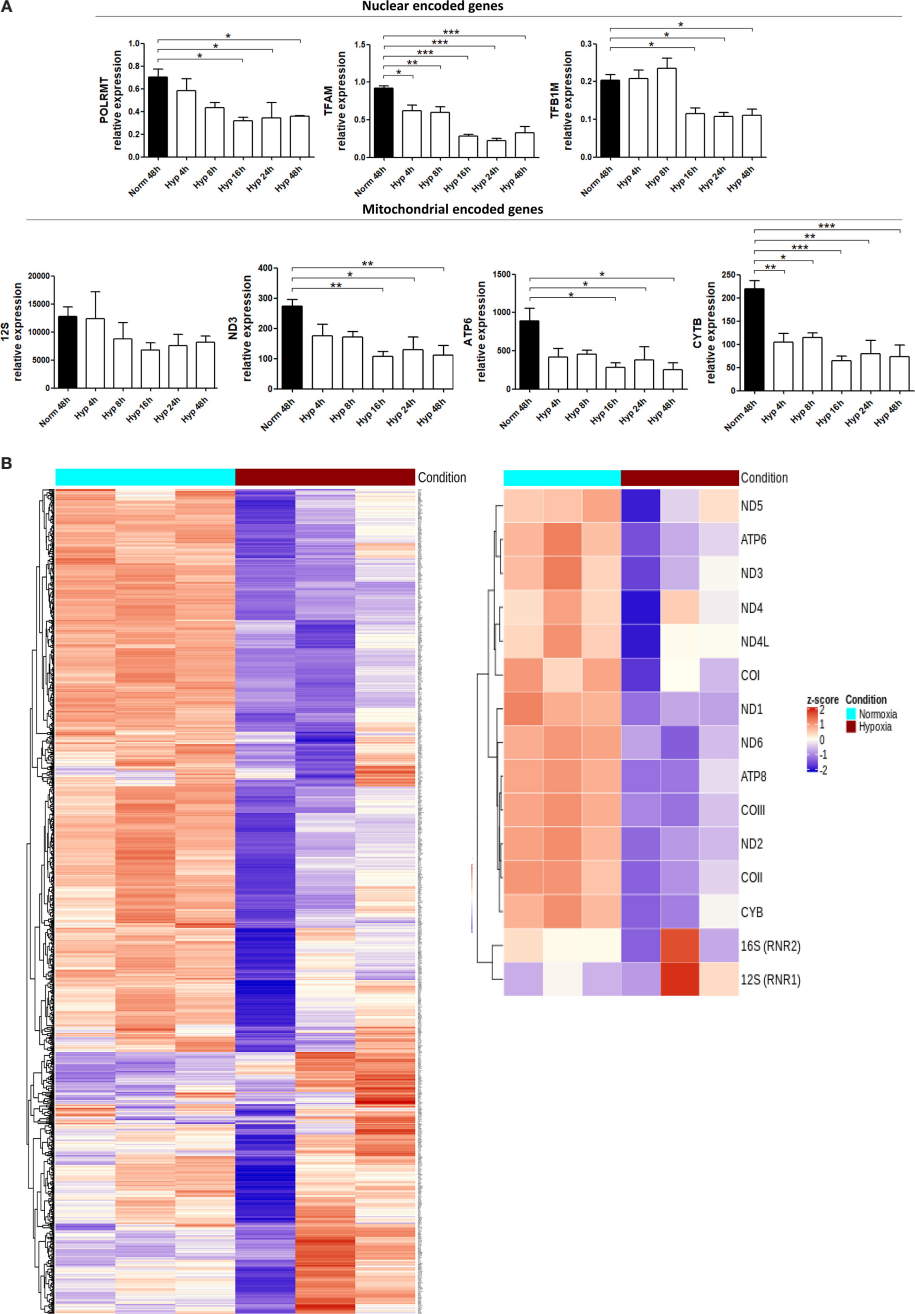
Hypoxia downregulates the expression of mitochondrial genes. **(A)** RNA expression of mitochondrial encoded genes (*12S, ND3, ATP6, CYTB*) or nuclear encoded genes involved in mitochondrial function (*POLRMT, TFAM, TFB1M*) in MCF7 cells cultured in normoxia or 0.1% hypoxia for 4h, 8h, 16h, 24h and 48h was evaluated by qPCR (n=3). **(B)** Heatmap showing expression of mitochondrial encoded genes (right panel) or 1158 nuclear encoded genes involved in mitochondrial function (left panel, from MitoCarta 2.0) in MCF7 cells cultured in normoxia or 0.1% hypoxia for 48h (n=3) from RNAseq experiment described in Materials section. Number of replicates indicate biological replicates and data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

We quantified the mitochondria staining with MitoTracker in MCF7 and 786-0 cells exposed to normoxia or 0.1% hypoxia for 48h and no differences were observed (**Supplementary Figure 2A**).

Furthermore, we determined the expression of *POLRMT, TFAM* and *TFB1M* and some mitochondrial encoded genes in the parental 143B and Rho zero cells. *12S, ND3* and *ATP6* mitochondrial genes were absent in Rho Zero cells whereas *POLRMT, TFAM* and *TFB1M* were expressed as previously reported (32). However, hypoxia did not show any effect in the parental 143B cell line (**Supplementary Figure 2B**). This could be potentially related to the cytosolic thymidine kinase (TK1) deficiency of 143B cells (33) and the consequent downregulation in the expression of a subset of genes, some of which may protect mitochondria from stress (34). As the cytosolic and mitochondrial thymidine triphosphate pools are in rapid exchange and mainly produced by TK1 (35), it is possible that there is a more steady state of mtDNA replication in the TK1 deficient cells and hence mtdsRNA synthesis, with a stable source of nucleotides from the mitochondrial compartment produced by the mitochondrial thymidine kinase (TK2), which is not cell cycle regulated (36).

To support the hypothesis that hypoxia induced downregulation in the genes involved in mtDNA transcription would ultimately lead to less mtdsRNA formation, MCF7 cells were cultured with IMT1, a specific and non-competitive POLRMT inhibitor, and stained for dsRNA molecules. IMT1 dose-dependently reduced J2 staining, achieving the same levels as 0.1% hypoxia after treating the cells with 10µM (**Figure 6**).

**Figure 6:**
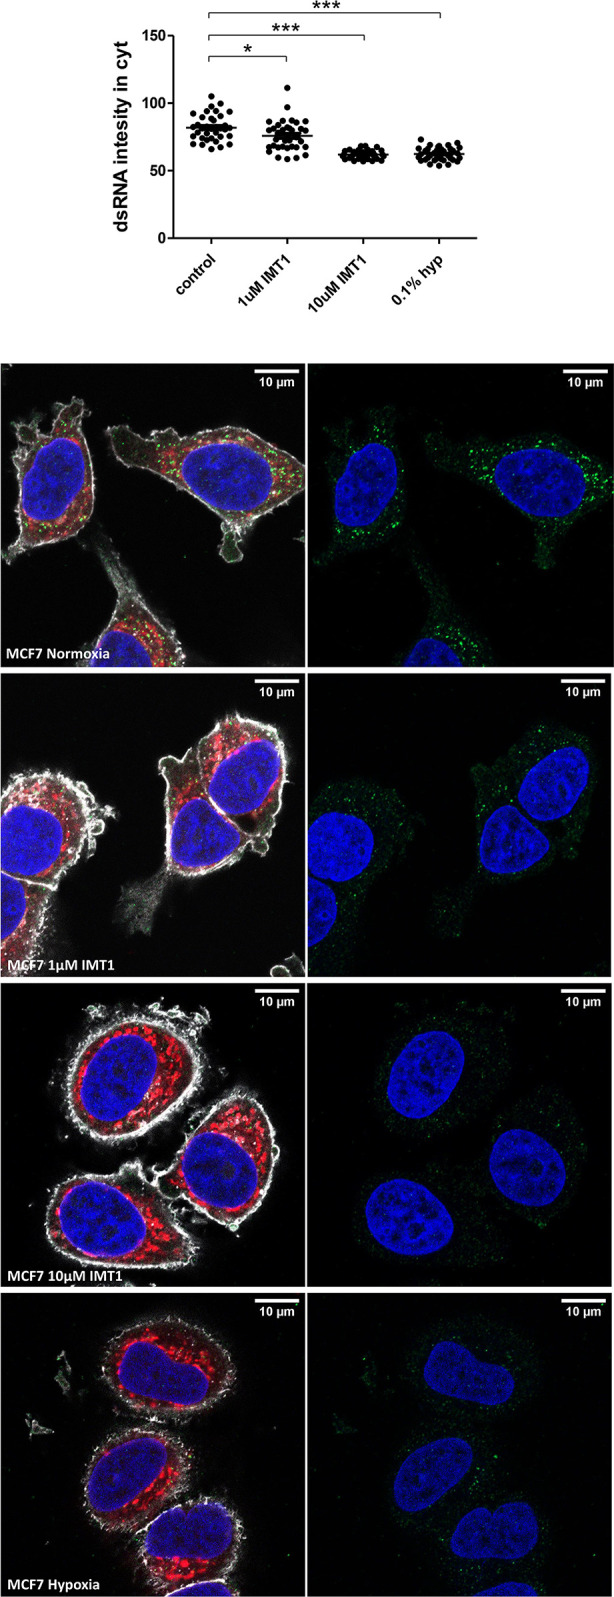
IMT1 reduces dsRNA staining. dsRNA was stained using J2 antibody in MCF7 cells exposed to normoxia (n=36 cells), treated with 1µM IMT1 (n=36 cells), treated with 10µM IMT1 (n=36 cells) or exposed to 0.1% hypoxia (n=36 cells) for 48h from 3 independent replicates. Data is shown as mean ± SEM. *p < 0.05, ***p < 0.001. Green: J2 antibody staining, blue: DAPI, and red: MitoTracker staining. Scale bars correspond to 10μm.

Altogether, these data suggest that hypoxia leads to lower mtDNA transcription, without affecting the mitochondrial content, and thus lowers production of dsRNA available to trigger the type I IFN response.

### Hypoxia Reduces Mitochondrial Ribosomal Protein Expression

It was also reported that hypoxia decreased protein expression of mitochondrial ribosomal proteins (MRPs) involved in mtRNA translation (37). We tested the expression of the mRNA coding for some of the MRPs under hypoxia in MCF7 cells and found that 16h of hypoxia significantly decreased their expression (**Figure 7A**), suggesting that less mtdsRNA in hypoxia could have a feedback mechanism on the expression of genes involved in mtRNA translation, as seen in bacteria (38). The same trend was observed in 786-0 WT and 786-0 KO cells, although it was not always statistically significant (**Figure 7B**), pointing to a HIF1α/HIF2α-independent mechanism.

**Figure 7:**
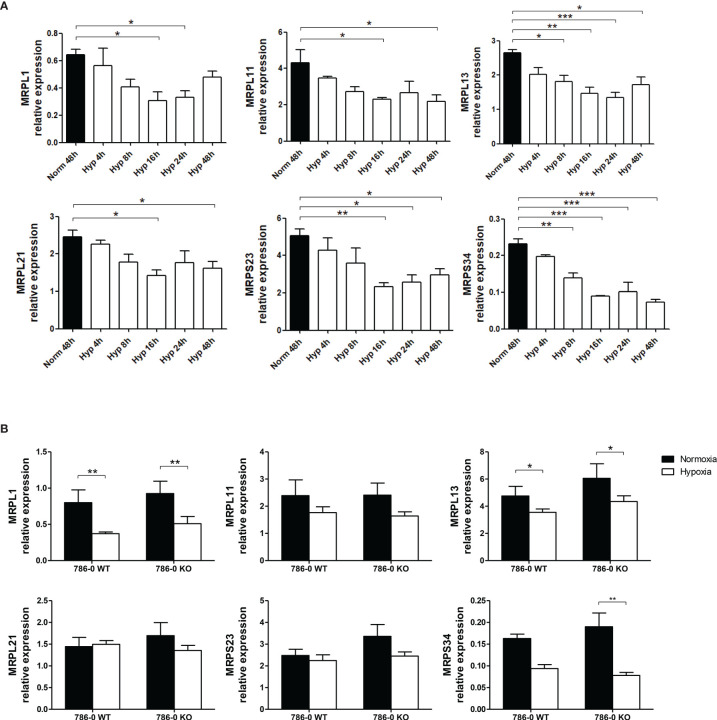
Expression of mitochondrial ribosomal proteins (MRPs) is downregulated under hypoxia. **(A)** RNA expression of MRPs involved in mtRNA translation in MCF7 cells cultured in normoxia or 0.1% hypoxia for 4h, 8h, 16h, 24h and 48h was evaluated by qPCR (n=3). **(B)** MRPs mRNA expression in 786-0 WT and 786-0 KO cells cultured in normoxia or 0.1% hypoxia for 48h was also evaluated by qPCR (n=3). Number of replicates indicate biological replicates and data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

### mtRNA Is the Responsible for the *IFNβ* Promoter Induction

To assess the role of mtdsRNA in inducing the type I IFN pathway, MCF7 cells were cultured in normoxia or 0.1% hypoxia for 48h and their intact mitochondria were isolated. RNA from the mitochondrial and cytosolic fractions was extracted. Firstly, we confirmed that mitochondria were successfully enriched in the mitochondrial fraction by analysing the expression of several mitochondrial encoded genes in both fractions (**Figure 8A**). Then, these RNAs were transfected to HEK-293T P125 reporter cells to measure *IFNβ* promoter activation. The mitochondrial hypoxic and normoxic RNA extracts include mtRNA and also ssRNA. However, the *IFNβ* promoter assay only detects dsRNA. mtRNA induced *IFNβ* promoter stimulation, whereas the luciferase signal using cytosolic RNA was hardly detected. Importantly, hypoxic mtRNA caused significantly lower stimulation of *IFNβ* promoter (**Figure 8B**).

**Figure 8:**
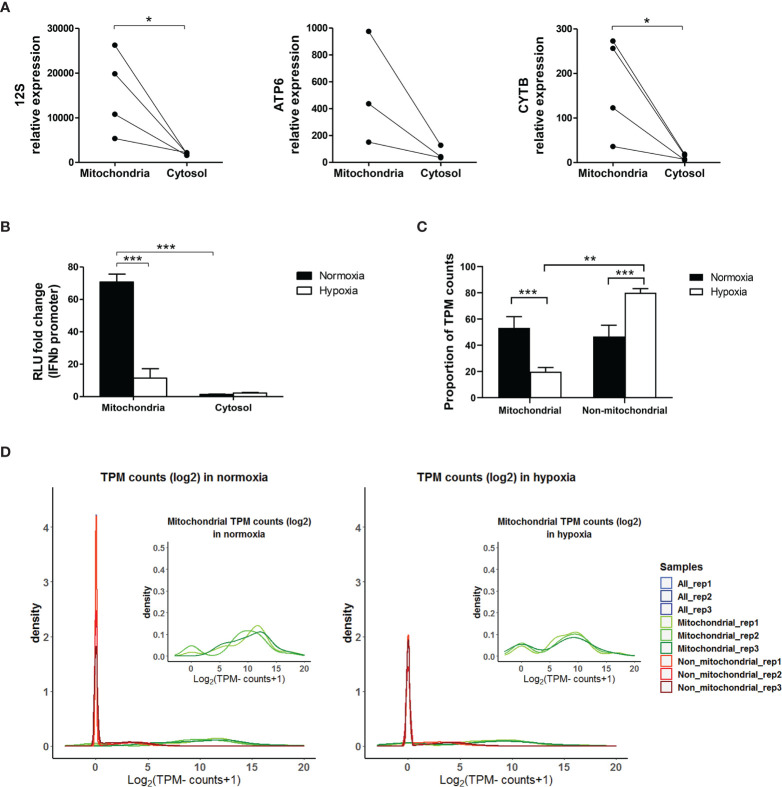
Mitochondrial RNA is responsible for *IFNβ* promoter activation. **(A)** MCF7 cells cultured in normoxia for 48h were fractionated. RNA expression of mitochondrial encoded genes (*12S, ATP6, CYTB*) in mitochondrial and cytosolic fractions is shown by qPCR (n=3 or 4). **(B)** MCF7 cells cultured in normoxia or 0.1% hypoxia for 48h were fractionated and RNA from the mitochondria and cytosolic fractions was used to activate the *IFNβ* promoter (n=3; RLU, relative light units). **(C)** dsRNA pull down experiment using J2 antibody in MCF7 cells exposed to normoxia or 0.1% hypoxia for 48h was performed. Bar graph shows proportion of transcripts per million (TPM) mitochondrial and non-mitochondrial reads (n=3). **(D)** Density plots show mitochondrial (green), non-mitochondrial (red) and all reads (blue) in each replicate (rep) obtained from the dsRNA pull-down experiment in **(C)** (n=3). Number of replicates indicate biological replicates and data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

### dsRNA-Enriched Fraction in Hypoxia Showed Lower mtRNA Content

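The J2 antibody binds double-stranded RNA irrespective of its sequence, and the RNA it pulled down from lysates of MCF7 cells was sequenced in 3 libraries for normoxia and 3 for 0.1% hypoxia, each at 48h. The authors deposited raw counts and TPM per gene for these 6 libraries, made from reads checked, trimmed and aligned in the same way as total RNA. Total counts per J2 library ranged from 764048 to 2990992 in normoxia (median 1994104) and from 1121535 to 1853506 in hypoxia (median 1434356), fewer than in any total RNA library. The TPM were used as deposited for shares of RNA, and the counts for tests of single genes. In 11399 genes tested with edgeR, 132 were higher and 46 lower in hypoxia. With replicate number as a block, 739 were higher and 626 lower. Scaling by library size alone moved the median log2 fold change of all genes to 0.15 and gave 151 genes higher and 33 lower. The 3 hypoxia libraries lay on the same side of the 3 normoxia libraries for 19.6% of the genes, where chance gives 10%. The genes higher numbered 76, 86 and 75 without normoxia replicates 1, 2 and 3, and those lower 17 without normoxia replicate 1 and 16 without hypoxia replicate 3.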

To assess the composition of the dsRNA pool in hypoxia, dsRNA pull-down was performed using the J2 antibody in MCF7 cells exposed to normoxia or 0.1% hypoxia for 48h, and the resultant RNA was sequenced. Reads were normalised as transcript per million (TPM). 

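Genes of the mitochondrial chromosome made up 53.3% ± 14.8 (SD, n = 3) of TPM in the J2 pull-down from normoxic cells and 19.9% ± 5.41 in that from hypoxic cells. Every hypoxia library, at 16.3% to 26.1%, lay below every normoxia library, at 37.3% to 66.6% (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Within pairs of the same replicate number the exact sign-flip test gave p = 0.25, the smallest that 3 pairs allow. The conditions overlapped once structured non-coding RNAs were left out of the total, with the highest hypoxia library at 40.3% and the lowest normoxia library at 37.6%. Of 26 mitochondrially encoded genes with enough counts, 22 fell and none rose (24 and 0 when adjusted over the list alone). Of 13 mRNAs, 11 fell (12 when adjusted over the list alone). MT-CYB (ENSG00000198727), the mitochondrially encoded subunit of complex III, fell from 7404 ± 3718 CPM (SD, n = 3) to 555.9 ± 131 CPM. This is a log2 fold change of −3.73 (standard error 0.44, adjusted p = 0.00062, edgeR). The complex I subunits MT-ND6, MT-ND1 and MT-ND2 had log2 fold changes of −3.54 (adjusted p = 0.017), −3.47 (adjusted p = 0.00071) and −3.43 (adjusted p = 0.00062). MT-ATP8, MT-ATP6, MT-ND4L, MT-ND5, MT-CO1, MT-CO3 and MT-CO2 had values from −3.25 to −1.71. MT-ND3 was at −0.98 (adjusted p = 0.441) and MT-ND4 at −0.96 (adjusted p = 0.328). All 11 mitochondrial tRNAs tested fell, among them MT-TV from 46.7 ± 35.3 CPM (SD, n = 3) to 0.973 ± 1.69 CPM, MT-TE (−4.49) and MT-TC (−4.00). Of the rRNAs, MT-RNR1 was at −2.26 (adjusted p = 0.0702) and MT-RNR2 at −0.73 (adjusted p = 0.658), and MT-RNR2 was at 0.01 without normoxia replicate 1. Transcripts of the light strand, MT-ND6 and 8 tRNAs, fell in 9 of 9 cases. The nuclear copies MTCO1P12 (−2.72) and MTATP6P1 (−2.17) of MT-CO1 and MT-ATP6 fell as well, of 3 copies tested, and how reads that match both were assigned is not known. The mRNAs and the tRNAs lay below other genes (camera, adjusted p = 4.89e-28 and 8.02e-22). With an estimated correlation, the adjusted p was 0.107 for both, and by fry it was 0.0864 and 0.112. The 22 genes became 12 without normoxia replicate 1, 12 without hypoxia replicate 3 and 12 with at least 10 counts required in every library. MT-ND3, MT-ND4 and both rRNAs passed the test with replicate number as a block, with which all 26 genes fell. MT-CO1, MT-CO2, MT-CO3, MT-ND4L, MT-TC and MTATP6P1 did not pass without hypoxia replicate 3, nor did MTCO1P12, which did not pass with library sizes alone either.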

Interestingly, the percentage of mitochondrial reads was significantly lower in hypoxia than in normoxia (**Figure 8C**), and 22 out of 37 mitochondrial encoded genes were significantly downregulated in hypoxia (**Supplementary Table 4**). 

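Most genes outside the mitochondrial chromosome had no reads in a J2 library, while HIF target transcripts were higher in the hypoxic pull-down and a set of nuclear transcripts stood far above its level in total RNA. Of 58698 such genes, 69.9% ± 4.10 (SD, n = 3) had a TPM of 0 in normoxia and 68.8% ± 2.98 in hypoxia, a difference of −1.07 percentage points (exact permutation test, two-sided, p = 0.7). The difference was 0.258 without normoxia replicate 2 and 0.411 without hypoxia replicate 1. By counts, 16155 to 20495 of the 58735 gene identifiers were detected in a J2 library. In total RNA libraries, which held more counts, 23930 to 25483 were, so most identifiers had no count there either. The nuclear genes detected in J2 had a median of 5.66 to 13.2 TPM in the normoxia libraries and 6.23 to 17.1 TPM in the hypoxia libraries. The median of the 37 mitochondrial genes was 865 to 2037 TPM in normoxia and 253 to 365 TPM in hypoxia. Between 314 and 781 nuclear genes were above 100 TPM in a normoxia library and between 571 and 1574 in a hypoxia library. Of 28 HIF targets tested, 21 rose (25 rose and 1 fell when adjusted over the list alone), among them NDRG1, from 5.57 ± 3.55 CPM (SD, n = 3) to 281.9 ± 102.6 CPM. Of 22 glycolysis genes 11 rose (16 when adjusted over the list alone), with the aldolase ALDOC at a log2 fold change of 4.72 and PFKFB4 at 3.91. ALDOC did not pass the test without normoxia replicate 1 or 2 or hypoxia replicate 1, and with counts in normoxia in replicate 3 alone it ran from 3.32 to 8.29 between settings. The mitophagy receptors BNIP3 (3.81) and BNIP3L (4.12) rose, of 14 mitophagy genes. Of 45 cell cycle genes 5 fell, MCM10 (−2.47), the proliferation marker MKI67 (−2.03), KIF23, CENPE and MCM2 (25 when adjusted over the list alone), and all but MKI67 did not pass without hypoxia replicate 1. HIF targets lay above other genes with a preset and with an estimated correlation (camera, adjusted p = 2.77e-59 and 0.0286). Glycolysis (4.79e-27), mitophagy (3.8e-06) and cell cycle genes (2.14e-22) each had an adjusted p = 0.107 with an estimated correlation. By fry, each of these lists had an adjusted p of 0.0336 and HIF targets had 0.00778. HIF targets rose in total RNA as well, and camera did not call a gap between J2 and total RNA for them (adjusted p = 0.0864). Of 289 nuclear genes of mitochondrial function, edgeR called none, while 6 were higher and 18 lower at an unadjusted p under 0.05 and DESeq2 called 1 higher and 2 lower. With replicate number as a block, edgeR called 7 higher and 14 lower, and with no filter on low counts 1 higher and 3 lower. The largest rises with counts in both conditions were those of MGAT4EP, from 8.04 ± 4.19 CPM (SD, n = 3) to 624.6 ± 305 CPM, HIF1A-AS3 (5.91), NDRG1 (5.82), C4orf47 (5.67), PPFIA4 (5.43), RPL7P19 (5.29) and PCAT6 (4.85). HIF1A-AS3 had counts in normoxia in replicate 1 alone, and its log2 fold change ran from 4.95 to 9.74 between settings, the highest without that library. C4orf47 had counts in normoxia in replicate 3 alone and ran from 5.19 to 7.18. With no count in normoxia, CYP1A1 was at least 35.2-fold higher in hypoxia, ADGRE2 at least 26.1-fold higher and PPP1R3G at least 20.5-fold higher, against a floor of 3 counts over the 3 normoxia libraries. C4orf47 and PPP1R3G did not pass without normoxia replicate 1 or 3, nor C4orf47 without hypoxia replicate 3 and PPP1R3G without hypoxia replicate 1. Of 4709 nuclear genes with at least 20 CPM in every J2 library, 168 had a lowest J2 value over 8 times their highest value in total RNA. No control pull-down was among the libraries, so a level or a rise in J2 does not by itself show that a nuclear transcript was double-stranded. MAVS (ENSG00000088888), the adaptor of the RNA sensors MDA5 and RIG-I, had 4174 ± 1929 CPM (SD, n = 3) in J2 libraries from normoxia and 256.0 ± 8.62 CPM in total RNA. EIF2AK2 (ENSG00000055332), which encodes PKR, had 1922 ± 395 CPM (SD, n = 3) and 105.1 ± 4.97 CPM. In the J2 libraries, MAVS had a log2 fold change between hypoxia and normoxia of 0.37 (adjusted p = 0.689, edgeR) and EIF2AK2 of 0.09 (adjusted p = 0.932), the latter at −0.11 without normoxia replicate 2 and −0.07 without hypoxia replicate 3.

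**Figure D2:**
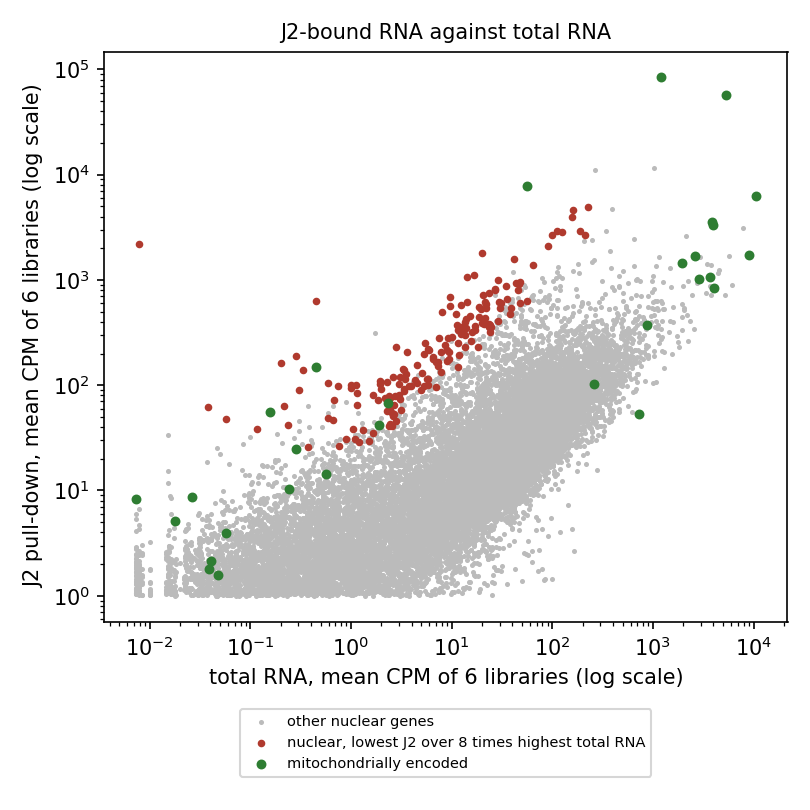
Mean CPM in the 6 J2 libraries (vertical, log scale) against mean CPM in the 6 total RNA libraries (horizontal, log scale), 1 point per gene with a mean of at least 1 CPM in J2 and at least 1 count in total RNA. Red points are nuclear genes whose lowest J2 value is over 8 times their highest value in total RNA, among them MAVS and EIF2AK2, and green points are mitochondrially encoded genes.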

Density plots in normoxia and hypoxia showed that the non-mitochondrial genes pulled-down by J2 antibody had few reads which probably correspond to background noise (red peak, **Figure 8D**).

### Lower mtRNA in Hypoxia Is Not Due to Increase Mitophagy

To evaluate whether the downregulation of mtdsRNA in hypoxia was due to mitophagy, we knocked down one of the main genes involved in this process, *BNIP3* (BCL2 Interacting Protein 3) in MCF7 exposed to 0.1% hypoxia for 48h (siBNIP3 and control siRNA, siCON). In the knock-down cells, BNIP3 showed no induction in hypoxia, either at mRNA or protein level (**Figure 9A**). The expression of various ISGs (*DDX58*, *MX1*, *IFIT1*, *IFIT2*, *ADAR-p150* and *ISG15*) was tested. Hypoxia downregulated ISG expression (23), but no differences were found between siCON and siBNIP3 in hypoxia (**Figure 9B**), suggesting that hypoxic upregulation of BNIP3 does not interfere in the type I IFN signalling. This was further confirmed by the *IFNβ* promoter assay, in which hypoxia-induced inhibition on the *IFNβ* promoter activation was not recovered upon BNIP3 silencing (**Figure 9C**).

**Figure 9:**
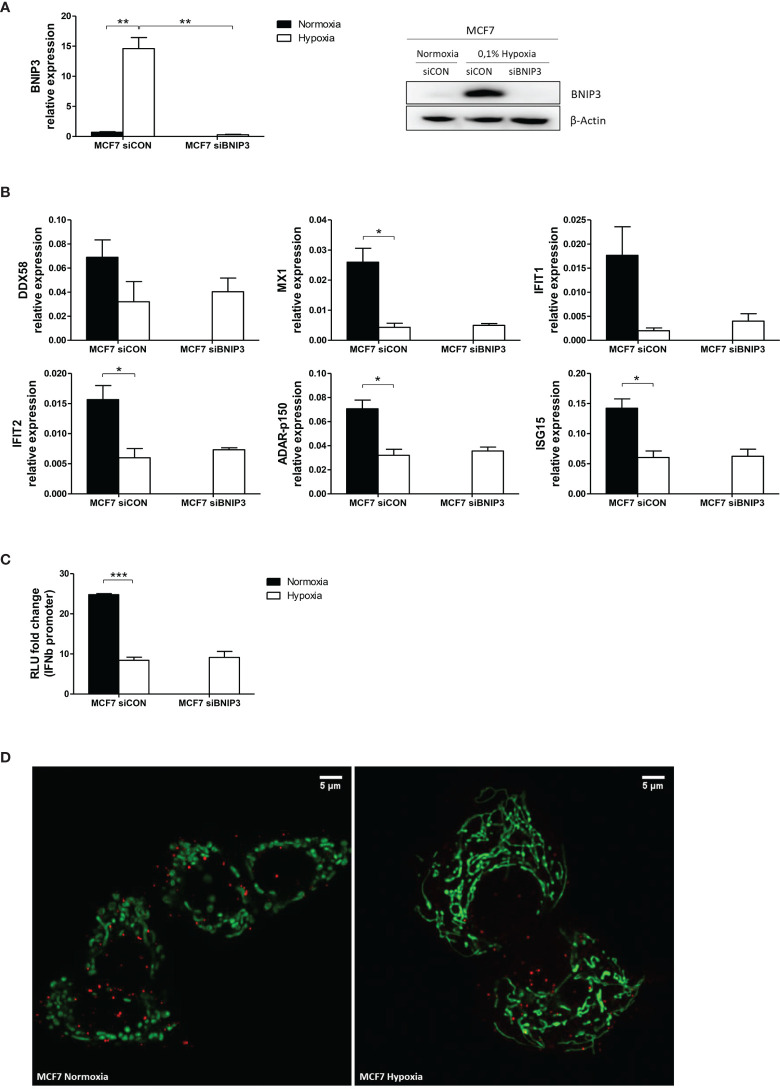
Mitophagy is not involved in mtdsRNA reduction under hypoxia. **(A)** Silencing of BNIP3 was confirmed by qPCR (left panel) and western blot (right panel) in siBNIP3 MCF7 cells in hypoxia vs control (siCON) (n=3). **(B)** RNA expression of IFN-induced genes (ISGs) in siBNIP3 MCF7 cells vs siCON was performed by qPCR (n=3). **(C)** RNA from a) was used to evaluate *IFNβ* promoter activation after BNIP3 silencing (n=3; RLU, relative light units). **(D)** Representative image showing lack of colocalization between the mitochondrial (green) and lysosomal (red) markers in MCF7 cells exposed to normoxia or 0.1% hypoxia for 48h (n=3). Number of replicates indicate biological replicates and data is shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Scale bars correspond to 5μm.

Live cell immunofluorescence was performed using mitochondrial and lysosomal markers in MCF7 cells cultured in normoxia or 0.1% hypoxia for 48h. As previously reported (29), mitochondria clearly exhibited morphological changes under low oxygen conditions and appeared more elongated and located closer to the nucleus (**Figure 9D**). However, no colocalization of the mitochondrial and lysosomal markers was observed in normoxia or hypoxia, suggesting that mitophagy is not increased in hypoxia and does not decrease mtdsRNA.

### Effect of Mitochondria-Targeting Drugs in dsRNA Levels

Next, the ability of different drugs targeting mitochondria to affect dsRNA levels was assessed in MCF7 cells. This was because drugs already approved or in preclinical trial may be detrimental to the normoxic response, or exacerbate the hypoxic suppression. Briefly, the drugs used were: chloramphenicol which inhibits mitochondrial protein synthesis *via* binding to the 50S subunit of the 70S mitochondrial ribosomes; ABT-737 induces cell apoptosis by inhibiting the anti-apoptotic molecule BCL2, as well as mitophagy; G-TPP accumulates in the mitochondria of tumour cells and by inhibiting the heat shock protein 90 (Hsp90) promotes cell apoptosis; mubritinib and metformin decrease mitochondrial respiration by inhibiting ETC complex I; and the Vps34 inhibitor SAR405 alters vesicle trafficking and inhibits autophagy by blocking autophagosome formation.

Mubritinib and G-TPP treatment decreased *IFNβ* promoter activation under normoxia by 4- and 2-fold, respectively (**Supplementary Figure 3**). Hypoxia did not further inhibit *IFNβ* promoter activity in MCF7 cells treated with these two drugs.

### Tissue Distribution of Immunostimulatory RNA

Total RNA samples from different human tissues were obtained to assess their effects in the *IFNβ* promoter reporter assay. RNA from some tissues including brain, heart, kidney and testis strongly induced the *IFNβ* promoter reporter (**Figure 10A**). In contrast, RNA from other tissues, including skeletal muscle and pancreas, had little effect. ISG expression was also determined in RNA samples from some tissues. *MX1, IFIT1* and *IFNB1* exhibited much higher expression in testis and brain than in skeletal muscle (**Figure 10B**), confirming the results from the *IFNβ* promoter assay.

**Figure 10:**
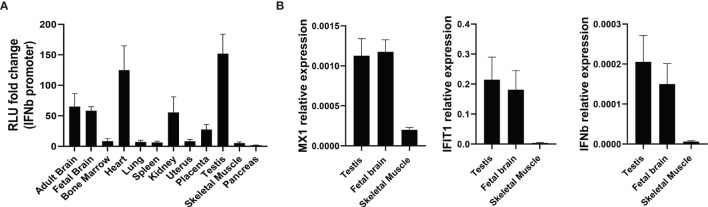
The level of type I IFN pathway activation is tissue-dependent. **(A)** The *IFNβ* promoter reporter assay was used to assess the immunostimulatory properties of RNA samples from different tissues (n=3). **(B)** qPCR showing expression of *MX1, IFIT1* and *IFNβ* in different tissues from **(A)** (n=3). Number of replicates indicate biological replicates and data is shown as mean ± SEM.

## Discussion

In this paper we have shown that hypoxia caused less formation of mtdsRNA in different cancer and normal cell lines leading to lower activation of *IFNβ* promoter. This repressive effect was HIF1α/2α-independent as hypoxia led to downregulation of mitochondrial gene expression in 786-0 HIF2α-KO cells, as in most other cell lines. However, 786-0 WT cells did not show lower mitochondrial gene expression in hypoxia. Those cells express only HIF2α, which enhances c-Myc transcriptional activity (39) and c-Myc increases the expression of POLRMT, thus increasing mtDNA transcription (40). Possibly this could compensate for the effect of hypoxia, and other transcription factors such as c-Jun and NF-κB are noted to have a mitochondrial localisation and can be regulated in hypoxia in a HIF-independent manner (41).

Endogenous mtRNA, and specifically mtdsRNA, was responsible for triggering the *IFNβ* promoter activation *via* the MDA5/MAVS and not RIG-I/MAVS sensing pathway and the mechanism of reduction in hypoxia was investigated. It was recently reported that 99% of endogenous dsRNA was produced as a consequence of mtDNA transcription, and inhibition of the mtdsRNA degrading enzyme PNPT1 increased type I IFN signalling (22). However, hypoxia did not affect the expression of SUV3 or PNPT1, thus suggesting that lower mtdsRNA presence in hypoxia could be a consequence of lower mitochondrial transcription under low oxygen conditions rather than higher degradation. Moreover, treating the cells with IMT1, a specific POLRMT inhibitor, decreased dsRNA levels as much as hypoxia, supporting that under hypoxia mtdsRNA levels were reduced due to lower mtDNA transcription.

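Counted as reads, mitochondrially encoded genes held 25.4% ± 11.7 (SD, n = 3) of gene counts in the J2 libraries from normoxia, with single libraries at 15.2% to 38.1%. In the libraries from hypoxia they held 8.79% ± 5.89, with single libraries at 4.95% to 15.6% (exact permutation test, two-sided, p = 0.2). Without the mitochondrial rRNAs, the difference was −5.54 percentage points (exact permutation test, p = 0.1), against −16.6 with them. On the TPM scale, which divides by gene length, the 12S rRNA MT-RNR1 was the largest mitochondrial part, at 23.6% to 37.2% of TPM in normoxia and 6.90% to 11.7% in hypoxia. The 16S rRNA MT-RNR2 held 6.20% to 12.1% of TPM in normoxia and 5.70% to 11.5% in hypoxia, and MT-ND6 1.36% to 7.98% and 0.507% to 1.21%. MT-ND6 took 25.3% ± 12.3 (SD, n = 3) of the counts of the 13 mitochondrial mRNAs in J2 libraries from normoxia and 15.5% ± 5.81 in those from hypoxia (exact permutation test, two-sided, p = 0.3). The nuclear signal recognition particle RNA RN7SL2 held 34.0% of TPM in hypoxia replicate 1 and 7.46% in normoxia replicate 1, and 0.341% to 1.38% in the other 4 libraries. With such structured non-coding RNAs left out of the total, the TPM share of mitochondrial genes differed by −30.5 percentage points between conditions (exact permutation test, two-sided, p = 0.2), against −33.4 with them. The highest hypoxia library was then at 40.3% and the lowest normoxia library at 37.6%.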

dsRNA pull-down experiments showed that most of the reads corresponded to the mitochondrial chromosome. However, the percentage of mitochondrial reads was significantly lower in hypoxia and the expression of mitochondrial encoded genes was significantly downregulated. 

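The mitochondrial share of counts was lower in hypoxia in total RNA as well, at 6.01% ± 0.287 (SD, n = 3) in normoxia and 4.23% ± 0.266 in hypoxia, with no overlap between conditions (exact permutation test, two-sided, p = 0.1). On the log2 scale this share changed by −0.51 in total RNA and by −1.63 in the J2 pull-down. The difference between the 2 kinds of libraries was −1.12 (exact permutation of unpaired labels within each kind, 400 arrangements, p = 0.275). This permutation assumes no change in either kind, so it does not test whether the 2 changes were equal. Every regrouping of total RNA under the real J2 labels has a gap at least as large, which limits how low p can go. Within pairs of the same replicate number, a comparison chosen after the data were seen, the share changed by −2.21 to −1.29 in J2 and by −0.59 to −0.42 in total RNA, with no overlap (exact permutation of the 3 ratios against 3, p = 0.1, the smallest possible). For the 13 mRNAs alone the difference was −1.94 (p = 0.16 by the unpaired exact permutation, which has the limit given above). Gene by gene, each of the 15 rRNAs and mRNAs had a lower log2 fold change in the J2 pull-down than in total RNA. The gap was −3.14 for MT-CYB (adjusted p = 0.0614, edgeR), −2.95 for MT-RNR1 (adjusted p = 0.245), −2.85 for MT-ND1 (adjusted p = 0.0775) and −2.37 for MT-ND2 (adjusted p = 0.139). Of 33 mitochondrially encoded genes, edgeR's test of the gap called none. At an unadjusted p under 0.05, 13 had a larger fall in J2, 11 did when adjusted over the list alone, and DESeq2 called 6. Those that passed were 5 with replicate number as a block, 5 without J2 normoxia replicate 2, 3 with library sizes alone and 10 with no filter on low counts, and MT-CYB, MT-ND1 and MT-ND2 were among them each time. As a set, the mRNAs had a larger fall in J2 than other genes (camera, adjusted p = 8.9e-18; adjusted p = 0.362 with an estimated correlation). Camera called 10 of 32 lists, most of which hold mitochondrial genes or their nuclear copies. The others called were cell cycle genes (adjusted p = 9.23e-21, and 0.196 with an estimated correlation), oestrogen receptor targets (5.94e-05 and 0.445) and the unfolded protein response and ATF4 (0.0362 and 0.689). These also had a lower change in J2 than in total RNA, so a gap by camera was not limited to mitochondrial RNA. From the expression of SUV3 and PNPT1, which it states was not affected, and the dsRNA levels after POLRMT inhibition, the paper proposes less mitochondrial transcription in hypoxia rather than more degradation.

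**Figure D3:**
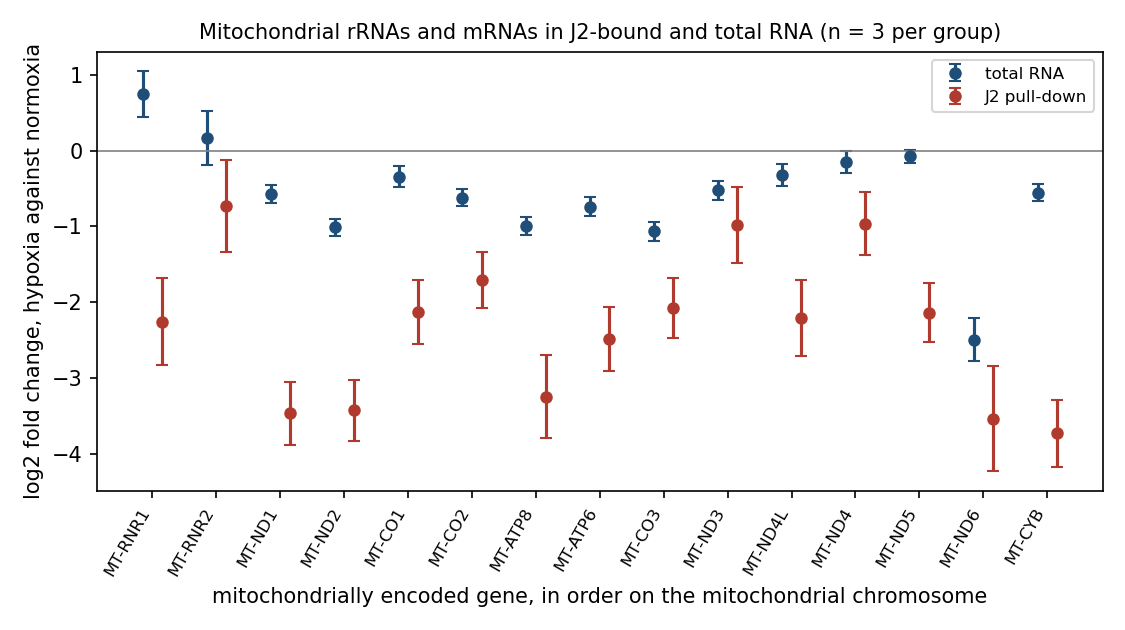
Log2 fold change between hypoxia and normoxia (vertical) of the mitochondrial rRNAs and mRNAs, in their order on the mitochondrial chromosome, in total RNA (blue) and in the J2 pull-down (red), from 3 libraries per condition. Points are edgeR estimates from separate fits and bars are standard errors; MT-CYB is at −3.73 in J2 and −0.55 in total RNA, and MT-RNR2 is the gene that changes sign with 1 library left out in each.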

Supporting this hypothesis, we found decreased expression of mitochondrial encoded genes and nuclear encoded genes involved in mitochondrial transcription and translation when cells were cultured for only 4h under hypoxia, and it became significant at 16h. Moreover, dsRNA staining was also significantly lower at 16h under hypoxia. Other works reported a nuclear formation and accumulation of dsRNA when DICER was knocked down, but in that case dsRNAs were restricted to the nucleus, and they consisted of Satellite, rRNA and tRNA DNA sequences while long or short interspersed sequence (LINES and SINES) and long terminal repeat (LTR) elements were underrepresented (42). It was also reported in MEFs that *Trp53* deletion led to an increase on dsRNA, mainly originated from mitochondria, that triggered the type I IFN signalling pathway through MDA5 and to a lower extent RIG-I (43). They also showed that higher dsRNA content, in their case, was linked to overexpression of *OAS3* which activates *Rnase L* in order to degrade dsRNA into ssRNA. Interestingly, *OAS3* is significantly downregulated in hypoxia, together with *OAS2* and *OASL* (**Supplementary Table 5**), suggesting that lower endogenous dsRNA production in hypoxia would not require activation of a dsRNA degrading system.

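Some genes of the interferon response and of dsRNA sensing were lower in total RNA from MCF7 cells after 48h at 0.1% oxygen, and most of those tested did not pass the test. OASL (ENSG00000135114), a member of the oligoadenylate synthetase family, fell from 4.41 ± 0.481 CPM (SD, n = 3) to 0.915 ± 0.241 CPM, a log2 fold change of −2.28 (standard error 0.26, adjusted p = 0.00232, edgeR). OAS3 (ENSG00000111331), which lies on chromosome 12 of GRCh38.p14 from 112938474 to 112973251, fell from 67.4 ± 1.68 CPM (SD, n = 3) to 35.9 ± 10.8 CPM. Its log2 fold change was −0.91 (standard error 0.19, adjusted p = 0.017, edgeR), and it did not pass the test without normoxia replicate 1, 2 or 3 or hypoxia replicate 3. OAS2 (ENSG00000111335) had 3.64 ± 1.99 CPM (SD, n = 3) in normoxia and 0.899 ± 0.717 CPM in hypoxia, a log2 fold change of −2.06 (adjusted p = 0.056, edgeR). It passed with DESeq2, with no filter on low counts, and without hypoxia replicate 1 or 2. Of 45 interferon-stimulated genes tested, 16 fell and 1 rose (21 and 1 when adjusted over the list alone), among them OASL, OAS3 and the immunoproteasome subunit PSMB9 (−1.79). The gene that rose was the exonuclease ISG20 (1.32). Of 23 genes of dsRNA sensing and signalling, 5 fell: OASL, OAS3, the kinase IKBKE (−1.03), MDA5 (IFIH1, −0.69) and the helicase DHX9 (−0.51), with 11 when adjusted over the list alone. ISG20, IKBKE, IFIH1 and DHX9 did not pass without normoxia replicate 1 or 2, and all but IKBKE did not without hypoxia replicate 3. RIG-I (RIGI) was at 0.17 (adjusted p = 0.784), with −0.01 when scaled by library size alone and −0.47 without hypoxia replicate 2. Both lists lay below other genes (camera, adjusted p = 2.72e-07 and 9.86e-04). With an estimated correlation, the adjusted p was 0.391 for both, and by fry it was 0.0249 and 0.0131. Without normoxia replicates 1, 2 and 3 and hypoxia replicate 3, the interferon-stimulated genes that fell were 6, 5, 7 and 6. The dsRNA sensing genes that fell were then 2, 1, 2 and 2, and 11 and 10 without hypoxia replicates 1 and 2.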

Supporting our hypothesis of lower dsRNA production due to a decrease in mitochondrial transcription, when cells were treated with ethidium bromide to inhibit mitochondrial transcription without affecting nuclear transcription, a decreased in dsRNA formation and lower activation of the type I IFN signalling was observed (43). Moreover, recent data showed that PKR, which is another dsRNA sensing protein, binds preferentially to mtdsRNA over other sources of dsRNA (such as SINEs) and it is located both in the cytoplasm and mitochondria (3). We have shown that *PKR* levels are downregulated in hypoxia in a time dependent manner, as previously described for the dsRNA sensors RIG-I and MDA5 (23). Furthermore, our immunofluorescence data shows that PKR not only locates in the cytosol and mitochondria, but also in the nucleus, as previously reported (44), and that this nuclear localization is enhanced under hypoxia. Although it is unknown how PKR moves in and out of mitochondria, it is clear that it is not exclusively a mitochondrial protein (3). Interestingly, PKR is able to independently induce MAVS and trigger the type I IFN signalling, although the same paper also reported that PKR can cooperate with MDA5, but not with RIG-I, to induce IRF3 nuclear translocation (45). However, PKR is not able to independently induce *IFNβ* promoter as **Figure 1A** shows that MDA5 knockout cells completely abolished the activation.

These data suggest that PKR would be able to trigger the IFN response when enough mtdsRNA is produced and it could cooperate with MDA5 when the mitochondrial membrane is damaged and mtdsRNA leaked to the cytoplasm. Under hypoxia however, apart from lower PKR levels overall, PKR preferentially located in the nucleus where it interacts with noncoding nuclear RNAs (3). The release of dsRNA into the cytoplasm is additionally clearly a critical pathway for it to signal and the reduction in hypoxia will also decrease the amount that can be released by other stimuli used in therapy. During apoptosis, mitochondrial outer membrane permeabilization (MOMP) occurs, followed by caspase activation and a non-inflammatory cell death. However, cells usually die following MOMP even in the absence of caspase activation, through an inflammatory process initiated by mtDNA release to the cytoplasm and the consequent cGAS-STING pathway activation. This leads to pro-inflammatory cytokine production and an immune response that could initiate anti-tumour immunity (46). Moreover, some mitochondria within the cell can undergo MOMP in a stress-regulatory manner, which cannot induce enough caspase activation to trigger cell death. Instead, this leads to DNA damage, cellular transformation and tumorigenesis (47). We show that the reservoir of dsRNA in mitochondria is reduced under hypoxia, hence, less to extract in the above experiments or signal when apoptosis or senescence occurs under hypoxic stress, being potentially beneficial for anti-tumour therapies.

Importantly, the capacity of the cell to detect dsRNA is dampened in hypoxia due to the downregulation of the sensing proteins, as our group has shown here and previously published (23). Hypoxia-induced mitophagy *via* BNIP3 was another possible explanation for decreased dsRNA formation (48, 49). However, our data showed that BNIP3 silencing did not revert the hypoxia-caused downregulation of several ISGs or *IFNβ* promoter activation. Also, live cell imaging of mitochondria and lysosomes supported this result, as no colocalization of mitochondrial and lysosomal markers was observed either in normoxia or hypoxia.

We investigated mitochondria-targeting drugs as potential regulators of dsRNA release, that may be detrimental in combination with immunotherapies. Low oxygen concentrations reduced the *IFNβ* promoter activation to the same extent as controls for most of the mitochondria-targeting drugs, and those inhibitors did not affect normoxic levels. Metformin, a complex I inhibitor, did not affect *IFNβ* promoter activation. In contrast, mubritinib [a much more potent inhibitor] and G-TPP caused a downregulation that reached hypoxic levels, with no further effect of hypoxia. G-TPP specifically inhibits the mitochondrial protein-folding chaperone Hsp90, generating unfolding protein stress in the mitochondria (50) which could decrease gene transcription. The similarity of reduction by these 2 inhibitors to that induced by hypoxia, and lack of further suppression, suggests these pathways could overlap, e.g. by inhibiting RNA synthesis.

Basal levels of dsRNA in different tissues without hypoxic stress was assessed using human total RNA, assuming that the assay measured only dsRNA. RNA from testis, brain, heart and kidney were strong activators of *IFNβ* promoter, and these tissues also showed higher expression of type I IFN genes (*MX1, IFIT1* and *IFNB1*). Mitochondrial mass is well correlated with citrate synthase and cytochrome oxidase activity, mtDNA copy number and mitochondrial gene expression, and all these parameters are greater in tissues with higher bioenergetics and metabolic demands such as heart (51). Although skeletal muscle RNA hardly triggered *IFNβ* promoter activation whereas heart RNA was far more effective, this could be explained by low basal activity of mitochondria in resting striated muscle. Additionally, higher oxygen concentrations in tissues such as brain, heart and kidney could stimulate higher turnover (52). Interestingly, some tumour types such as bladder, breast, esophageal, head and neck, kidney and liver showed significantly lower mtDNA content than paired adjacent normal tissue, and this was associated with lower patient survival (53). Expression could be even lower in hypoxic areas having impact in anticancer therapies that rely on a functional type I IFN signalling. Moreover, it has recently been shown that hypoxic monocytes are unable to produce type I IFNs (54), potentially reducing the antitumor response.

To sum up, we have shown that hypoxia caused significantly lower mtdsRNA production, probably due to a decrease in mitochondrial transcription rather than increased degradation, thus leading to lower activation of *IFNβ* promoter, and consequently to lower type I IFN response that could contribute to the immunosuppression observed in hypoxic environments and to chemotherapy and radiotherapy resistance.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE153557.

## Ethics Statement

Ethical review and approval was not required for the study on human participants in accordance with the local legislation and institutional requirements. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements.

## Author Contributions

EA, AM, JR, and AH designed the experiments, analysed the data and wrote the manuscript. EA and AM performed the experiments. AD developed the *IFNβ* promoter assay and performed this assay for **Figure 1A** and **Figure 10A**. US and DW developed the ImageJ macro to quantify J2 immunofluorescence. NP performed all RNA-seq and J2-IP analysis. JN reviewed the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by funding from Cancer Research UK (AH), Breast Cancer Research Foundation (AH), and Breast Cancer Now [AH, AM, (2015MayPR479)].

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

Interferon (IFN), IFN-stimulated genes (ISGs), double-stranded RNA (dsRNA), mitochondrial dsRNA (mtdsRNA), double-stranded DNA (dsDNA), mitochondrial DNA (mtDNA), mitochondrial RNA (mtRNA), mitochondrial ribosomal proteins (MRPs).

# Supplementary material for: Hypoxia Regulates Endogenous Double-Stranded RNA Production via Reduced Mitochondrial DNA Transcription
**Source:** Front Oncol. 2021 Nov 24;11:779739. doi: 10.3389/fonc.2021.779739
**Supplement:** Supplementary file 2

**Supplementary table 1. siRNA sequences.**

| siRNA   | Sequence (5'-3')       |
|---------|------------------------|
| siCON   | ACGACACGCAGGUCGUCAUTT* |
| siBNIP3 | UCGCAGACACCACAAGAU     |
|         | GAACUGCACUUCAGCAAUA    |
|         | GGAAAGAAGUUGAAAGCAU    |
|         | ACACGAGCGUCAUGAAGAA    |

**Supplementary table 2. Antibodies.**

| Protein            | Antibody  | Company                   | Dilution          |
|--------------------|-----------|---------------------------|-------------------|
| β-actin            | A3854     | Sigma                     | 1:50000 WB        |
| HIF1a              | 610958    | BD Transduction Lab       | 1:1000 WB         |
| HIF2a              | NB100-122 | Novus Biologicals         | 1:500 WB          |
| SUV3               | A303-055A | Bethyl Laboratories       | 1:1000 WB         |
| PNPT1              | Ab96176   | Abcam                     | 1:1000 WB         |
| J2                 | 10010500  | Scions                    | 1:200 IF          |
| PKR                | sc-6282   | Insight Biotechnology Ltd | 1:50 IF, 1:500 WB |
| phospho PKR (T446) | ab32036   | Abcam                     | 1:1000 WB         |

**Supplementary table 3. Primers.**

| Primers  | Sequence (5'-3')        |
|----------|-------------------------|
| HPRT1_F  | TGACACTGGCAAAACAATGCA   |
| HPRT1_R  | GGTCCTTTTCACCAGCAAGCT   |
| 12S_F    | ATATACCGCCATCTTCAGCA    |
| 12S_R    | CTAAATCCACCTTCGACCCT    |
| ATP6_F   | GGACTCCTGCCTCACTCATT    |
| ATP6_R   | AAGTGGGCTAGGGCATTTTT    |
| TFAM_F   | GCTAAGGGTGATTACCGCA     |
| TFAM_R   | ATCCTTTCGTCCAACCTTCAATC |
| POLRMT_F | AGGTCAAGCAAATAGGAGGTG   |
| POLRMT_R | CAGCGAGTGGATGAAGTTGG    |
| CYTB_F   | CGCATGATGAACTTCGGCT     |
| CYTB_R   | ATTTGGAGGATCAGGCAGGC    |
| ND3_F    | GGCTTCGACCCTATATCCCC    |
| ND3_R    | TAGGGCTCATGGTAGGGGTA    |
| TFB1M_F  | TGCTTGCCGCGTATCATG      |
| TFB1M_R  | CGGAGGGAGACGGCAAGT      |
| MRPL1_F  | TTTACAGAGAATGCATCAGAGG  |
| MRPL1_R  | AGGCATTATTTCTGGAACAGC   |
| MRPL11_F | GAGGCGTTTCCATCAACCAG    |
| MRPL11_R | CACCTCTTTCCTGTTTGCC     |
| MRPL13_F | TACTAGGAGAAGGACGTACGG   |
| MRPL13_R | CACAGTCACTCAGTGCATGG    |
| MRPL21_F | GGAAATGAACTAGACCTTGCGT  |
| MRPL21_R | AAGATCCTTTCCGAGGAGTG    |
| MRPS34_F | GTGGACTACGAGACCTTGAC    |
| MRPS34_R | AAAGAGGCGTCTTTGAAGGTC   |
| MRPS23_F | GCTCCCATCCAAGACATCTG    |
| MRPS23_R | TACTTCTCCACAAACCGTTGAC  |

|             |                          |
|-------------|--------------------------|
| DDX58_F     | CAAGCCTTCCAGGATTATATCCG  |
| DDX58_R     | AGTCCAGAATAACCTGCATGGT   |
| ADAR-p150_F | CTTCCAGTGCGGAGTAGCG      |
| ADAR-p150_R | GTGACGGTGTCTGCTTTCCA     |
| Mx1_F       | GTTACCAGGACTACGAGATTGAG  |
| Mx1_R       | GATGAGTGTCTTGATCTTATACCC |
| IFIT1_F     | TACCTGGACAAGGTGGAGAA     |
| IFIT1_R     | GTGAGGACATGTTGGCTAGA     |
| IFIT2_F     | TGTGCAACCTACTGGCCTAT     |
| IFIT2_R     | TTGCCAGTCCAGAGGTGAAT     |
| ISG15_F     | GCGAACTCATCTTTGCCAGTA    |
| ISG15_R     | CCAGCATCTTCACCGTCAG      |
| PKR_F       | ATCTGACTACCTGTCCTCTG     |
| PKR_R       | GAGACCATTCATAAGCAACGA    |

How the deposited data were processed for this re-analysis (not part of the article)

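RNA-seq data from MCF7 cells cultured in normoxia (21% oxygen) or 0.1% hypoxia for 48h were processed. Total RNA and RNA pulled down with the J2 antibody were each measured in 3 libraries per condition, 12 libraries in all, named here by condition and replicate number. No library from a pull-down with the control IgG that the methods describe was among the data.

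The authors checked reads with FASTQC, trimmed them with Cutadapt and aligned them with STAR, and the notes deposited with the data name hg38. Versions, the counting tool, its strand setting, the annotation release and the library selection are not given in the sources used here. As deposited by the authors, values for total RNA are raw counts per gene, made from the trimmed and aligned reads without normalization. For J2 the authors deposited raw counts made in the same way and TPM, normalized by them within each library. Each table holds the same 58735 gene identifiers, of which 58207 matched a gene symbol in the reference table. Total counts were 16486052 to 23063353 in the total RNA libraries and 764048 to 2990992 in the J2 libraries, and no 2 libraries of a condition held identical counts. Intervals and floors given with counts cover counting error only.

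Genes were tested in edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM normalization and the quasi-likelihood test, separately for total RNA and J2, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. CPM given with a fold change are normalized by TMM; CPM that set J2 against total RNA are scaled by all gene counts of a library, without TMM. The biological coefficient of variation was 0.184 in total RNA and 0.374 in J2. A fit over all 12 libraries tested whether a gene's change differed between J2 and total RNA, and took 17374 genes. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry (limma 3.58.1), adjusted over 32 lists in total RNA and 31 in J2. The gap between J2 and total RNA was tested on 32 lists, with fry also run with replicate number as a block. Camera called 24 lists in total RNA and 15 in J2. With an estimated correlation 0 calls held in total RNA and 1 in J2, HIF targets. Fry, which does not set a list against other genes, called 19 lists in total RNA, 4 in J2 and 0 for the gap. Shares of TPM and counts were compared with exact permutation tests, two-sided, computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Wilson intervals at 95% and Fisher's exact test were computed with scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

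Gene lists, tests, alternatives and the rule for named genes were set before the data were examined, and after the paper's supplementary tables had been read. Those tables hold gene results for the same comparisons, so the choices were not blind to them. The rule takes every gene on a list of genes the paper names, the 10 largest rises and 10 largest falls per comparison among called genes with a mean log2 CPM of at least 1 and no overlap between conditions, and 2 members of each list. For the comparison of J2 with total RNA it takes 5 genes per direction past the threshold, and none was. Members named because 5 or fewer of a list passed, nuclear genes named for their level in J2 and the genes named for the gap between J2 and total RNA were chosen after their values were seen.

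In counts simulated with the spread of these libraries, edgeR found 64% of 2-fold and 98% of 4-fold changes in total RNA, and 8% and 60% in J2. For the comparison between J2 and total RNA it found 2% and 48%. False calls made up 4.91%, 6.98% and 5.71% of edgeR's calls, and 14.6%, 11.6% and 20.6% of DESeq2's. The simulation drew from edgeR's own dispersions, held no pairing and left 15919 of 16198 genes unchanged in total RNA. It may thus favour edgeR over DESeq2, and the share of changes found may differ where more genes change.

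Whether replicate numbers pair libraries was checked with the correlation, across genes, of residuals between normoxia and hypoxia. Same-number pairs had r of 0.174, 0.13 and 0.175 in total RNA and 0.394, 0.346 and 0.434 in J2, and every other pair was negative, so fits with replicate number as a block were run throughout. The other alternatives were DESeq2 1.42.0, RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library, TMM from non-mitochondrial genes in J2, and leaving out each library in turn. Where a gene is said not to pass under an alternative, those named are not always all under which its call ended. For shares, the alternatives left out or added rRNAs, tRNAs, nuclear copies or structured non-coding RNAs.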

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

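The tests in this part were chosen after the result was seen. Of 4709 nuclear genes with at least 20 CPM in each J2 library, 168 had a lowest J2 value over 8 times their highest total RNA value, a signal among transcripts that the paper does not discuss one by one. Examples are CPT1A, at 3850 ± 1865 CPM (SD, n = 3) in J2 against 189.6 ± 8.77 CPM in total RNA in normoxia, and VHL, MDM4, XIAP and AHR, at 26.0, 22.6, 21.6 and 34.7 times their total RNA level by means over all libraries. Zinc finger genes were 29 of the 168 (17.3%) and 158 of the other 4541 (3.48%; Fisher's exact test, two-sided, p = 7.21e-12). In J2, MIR193BHG was higher in hypoxia (log2 fold change 2.18, adjusted p = 0.00731) and the histone gene H1-5 lower (−2.25, adjusted p = 0.0216; not past the threshold without normoxia replicate 1 or hypoxia replicates 2 or 3), and the other members did not pass edgeR's test.

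Carry-over of background RNA was not tested, as no control pull-down was among the libraries and the 168 were chosen by their ratio to total RNA. Non-coding RNA kept by another library preparation, as the whole cause, would give mostly non-coding members. Of 142 with a known type, 32 (22.5%) were not protein coding, with an upper 95% Wilson bound of 30.1%, which argues against this for the set as a whole. Of the other genes with a known type, 112 of 4480 (2.5%) were not protein coding (Fisher's exact test, two-sided, p = 7.49e-20), so for the non-coding members alone this explanation fits and stays open. It stays open, as a hypothesis, whether unspliced transcripts with inverted repeats account for the others, and counts per gene cannot test it. Whether the J2 preparation also kept more protein-coding transcripts was not tested, as the library selection is not known. No biological explanation tied to oxygen was tested.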

How the results depend on the processing

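Each of the mitochondrial shares of TPM and of counts was lower in hypoxia under every alternative run. No exact test of 3 libraries against 3 can pass 0.05, so their p-values say nothing about stability. With 1 library left out, the difference in TPM share ranged from −41.4 to −26.7 percentage points, that in J2 count share from −21.7 to −10.2 and that in total RNA count share from −1.94 to −1.65. The share of non-mitochondrial genes at TPM 0 differed by −3.43 to 0.411, with 0.258 without normoxia replicate 2 and 0.411 without hypoxia replicate 1.

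In total RNA, leaving out 1 library gave 463 to 2559 genes higher and 344 to 2402 lower, 5 to 14 mitochondrially encoded genes lower, and 15 to 133 nuclear mitochondrial genes lower with 0 to 7 higher. Library size alone gave 142 nuclear mitochondrial genes lower, and the replicate block 3 higher. In J2, the genes higher and lower were 259 and 134 with no filter on low counts, 79 and 25 with at least 10 counts in every library, 259 and 122 with DESeq2, and 739 and 626 with the replicate block. With 1 library left out they were 75 to 136 and 16 to 49. Mitochondrially encoded genes lower in J2 were 12 with at least 10 counts in every library, where fewer genes were tested, and 12 to 22 with 1 library left out. Those with a larger fall in J2 than in total RNA were 0 in the fit reported, 3 with library size alone, 10 with no filter, 6 with DESeq2, 5 with the replicate block and 0 to 5 with 1 library left out. Leaving out a library lowers the number of samples. The cause of the other changes was not tested.

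List calls numbered 39, against 1 with an estimated correlation, 23 with fry and 35 to 45 with 1 library left out. The replicate block gave the mitochondrial tRNAs an adjusted p of 0.0238 (0.157 without it) and fatty acid oxidation 0.0524 (0.0481) in total RNA, and the cytosolic ribosome 0.0295 (0.105) and heat shock genes 0.0379 (0.105) in J2. The block changed no other list call. Calls among the genes of the naming rule numbered 118, and 82 to 127 with 1 library left out.

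For 191 results of single genes in the text, 2001 of 2344 comparisons with another setting kept direction and side of the threshold, 266 lost the threshold, 64 gained it and 13 reversed. The replicate block took the threshold from 13, gave it to 11 and reversed 1. MT-RNR2 in total RNA was −0.0207 with library size alone, −0.000801 with the block and −0.453 to 0.413 with 1 library left out, lowest without hypoxia replicate 2. RIGI was −0.0103 with library size alone and −0.472 to 0.447 with 1 library left out, lowest without hypoxia replicate 2. POLRMT was −0.125 with library size alone, −0.0186 without normoxia replicate 1, −0.0187 without normoxia replicate 3 and −0.0548 to 0.0686 with 1 library left out, lowest without hypoxia replicate 2. In J2, MT-RNR2 was −1.79 to 0.0124 with 1 library left out, highest without normoxia replicate 1. EIF2AK2 was −0.105 to 0.221, below 0 without normoxia replicate 2 (−0.105) and hypoxia replicate 3 (−0.0719), and COL1A1 −0.0665 to 0.514, lowest without hypoxia replicate 2.

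Splits of 6 libraries into 2 groups of 3 number 10, too few for a share under 0.05. In each of the counts tested 1 of 10 splits, the real one, reached the real value. These values were 3560 genes, 10 mitochondrially encoded and 76 nuclear mitochondrial genes in total RNA, and 178 and 22 genes in J2, and the highest of the other splits was 0 in each. The other splits mix hypoxia and normoxia libraries within each group, so a real change widens their spread. Their 0 calls thus do not show what chance alone would give. Of the 10 splits, 4 part all 3 pairs of replicate numbers as the real one does, and the others part 1. For genes with a larger fall in J2 than in total RNA the real value was 0, which any split reaches (25 of 25 drawn, highest of the others 2), so splits test nothing there.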

Differences from the paper's values

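The paper's Supplementary Table 4 lists 266 genes higher and 126 lower in the J2 pull-down from hypoxic cells, against 132 and 46 here. The paper's text names no test for these genes, the columns of its table are those DESeq2 writes, and the rows counted are those with an adjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 (259 and 122) and no filter on low counts (259 and 134) fall within 1.5 times both of the paper's counts. RLE size factors (132 and 46), library size alone (151 and 33), at least 10 counts in every library (79 and 25) and TMM from non-mitochondrial genes (131 and 44) do not reach both, and nor does the replicate block (739 and 626) or any fit with 1 library left out (75 to 136 and 16 to 49). All 132 genes higher here are in the paper's table as higher, and 45 of the 46 lower are there as lower. Each analysis has 22 mitochondrially encoded genes lower, of which 21 are shared. With DESeq2, 258 of 259 genes higher and 122 of 122 lower are in the paper's table in the same direction, with all 22 mitochondrially encoded genes shared. With no filter on low counts, 230 of 259 higher and 108 of 134 lower are, so the DESeq2 calls lie closer to the paper's. For 124 genes named in the text that are also in the rows of the paper's Supplementary Tables 4 and 5 in hand, the fold change lay within the larger standard error for 124. Of Supplementary Table 5, 1998 rows were in hand and 2122 were not.

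The paper states that OAS2 is significantly downregulated in hypoxia. Here its log2 fold change was −2.06 with an adjusted p of 0.056, and it passed with DESeq2, with no filter on low counts, and without hypoxia replicate 1 or 2. OAS3 and OASL passed.

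The paper states that most reads in the pull-down correspond to the mitochondrial chromosome. Over all 6 libraries, mitochondrial genes held 4.95% to 38.1% of counts, and the larger part of TPM in normoxia replicates 1 and 3 (66.6% and 55.9%) but not in normoxia replicate 2 (37.3%) or in the hypoxia libraries (16.3% to 26.1%).

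The paper marks the lower mitochondrial share in hypoxia as significant. The exact permutation test used here gave p = 0.1, the smallest it can give for 3 libraries against 3.

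The paper states from its protein data that hypoxia did not affect PNPT1 or SUV3. In total RNA, PNPT1 mRNA fell by 1.03 on the log2 scale (adjusted p = 0.00308), and SUPV3L1, which encodes SUV3, was at 0.25 (adjusted p = 0.376). The paper's qPCR values were normalized to HPRT1, which was at 0.24 in the sequenced total RNA (adjusted p = 0.122, edgeR), while the values here use TMM. The paper reports lower 12S, ND3, ATP6 and CYTB by qPCR. In the sequenced total RNA, MT-ND3 (−0.53), MT-ATP6 (−0.74) and MT-CYB (−0.55) fell, while MT-RNR1 (12S) was at 0.75 (adjusted p = 0.108). MT-RNR1 had a positive value in every alternative, from 0.28 to 0.96, past the threshold with no filter on low counts and without hypoxia replicate 1. Its highest value was that of hypoxia replicate 2, at 2421 CPM against 1039 and 1197 CPM in the other hypoxia libraries. As the library selection is not given, how far these libraries kept rRNA is not known. The paper also reports lower POLRMT, TFAM and TFB1M by qPCR. In the sequenced total RNA, TFAM fell (−0.41, adjusted p = 0.0282), while POLRMT (0.01, adjusted p = 0.942) and TFB1M (0.20, adjusted p = 0.403) did not pass the test under any alternative. TFAM did not pass without normoxia replicate 1, 2 or 3 or hypoxia replicate 3. The paper reports lower PKR mRNA by qPCR, and EIF2AK2 was at −0.30 (adjusted p = 0.0872), past the threshold without hypoxia replicate 1.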

Other observations

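The tests of explanations in this part were chosen after the result was seen. In total RNA, of 29 genes of the unfolded protein response and ATF4, 13 rose and 5 fell (15 and 5 when adjusted over the list alone). The stress factor gene ATF3 rose from 4.11 ± 1.62 CPM (SD, n = 3) to 57.5 ± 73.0 CPM and the mTORC1 inhibitor gene DDIT4 from 153.8 ± 64.3 to 1424 ± 716 CPM, while SDF2L1, CRELD2, DNAJB11 and PDIA4, genes of endoplasmic reticulum folding, and the transcription factor gene XBP1 fell. ATF3 did not pass without normoxia replicate 1, 2 or 3 or with the replicate block, and hypoxia replicate 2, which stood apart from the other libraries, held 142 CPM of it. Of 20 heat shock genes 10 fell (11 when adjusted over the list alone), such as FKBP4 (−0.89) and HSPA4 (−0.82). Of 46 cell cycle genes 9 fell, such as CCNE1 (−1.51), and of 78 cytosolic ribosomal proteins 21 rose, such as RPL13A (0.50), and RPS26 (−0.53) fell. When adjusted over the list alone, 51 ribosomal proteins rose and 2 fell. Camera gave these 4 lists adjusted p of 0.00371, 1.73e-04, 0.00299 and 1.17e-06, and adjusted p of 0.555, 0.421, 0.56 and 0.555 with an estimated correlation. Of 29 oestrogen receptor targets 6 rose and 8 fell, among them RET (−1.75), PDZK1 (−1.66) and the receptor gene ESR1 itself (−0.59), with camera at adjusted p = 0.668. Of 16 mitophagy genes BNIP3 (2.75), BNIP3L (2.51), ULK1, OPTN and FKBP8 rose (camera, adjusted p = 4.01e-04; adjusted p = 0.399 with an estimated correlation). The nuclear RNAs NEAT1 (1.48) and MALAT1 (0.78) rose, of 5 structured non-coding RNAs, whose median was −0.17 and mean 0.22 (camera, adjusted p = 0.318). The nuclear copies MTCO2P12 (−1.50), MTND2P28 (−1.23), MTATP6P1 (−0.72) and MTCO1P12 (−0.55) of mitochondrial genes fell, of 6 (camera, adjusted p = 1.2e-04; adjusted p = 0.284 with an estimated correlation). Of 5 markers of other cell types tested, VIM rose from 2.10 ± 0.631 CPM (SD, n = 3) to 4.61 ± 0.933 CPM (camera, adjusted p = 0.716). VIM, ULK1, CCNE1, XBP1, DNAJB11, PDIA4, MALAT1, MTCO2P12 and MTCO1P12 did not pass without normoxia replicate 1, 2 or 3, and OPTN and RPL13A did not without normoxia replicate 2 or 3. RPS26 did not pass without normoxia replicate 1 or 2, FKBP8 without normoxia replicate 2 and OPTN with library sizes alone. With the replicate block, VIM, ULK1, CCNE1, PDIA4 and OPTN did not pass.

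For the other lists in total RNA, camera gave adjusted p of 0.00317 for mitochondrial transcription and RNA processing, 0.0278 for translation factors, 0.00913 for complex I, 0.0171 for complexes II and III, 0.688 for complex IV, 0.00152 for complex V, 0.0193 for the citric acid cycle, 0.0481 for fatty acid oxidation, 0.00913 for import and folding, 0.517 for mtDNA maintenance, 0.117 for RNA degradation, 0.157 for tRNAs, 0.568 for rRNAs, 0.00152 for light-strand transcripts and 2.72e-07 for all mitochondrially encoded genes. None held with an estimated correlation, with adjusted p from 0.284 to 0.555 for those called. In J2, oestrogen receptor targets (0.00161, RET lower), the citric acid cycle (0.0152), all nuclear mitochondrial genes (0.0174), structured non-coding RNAs (0.0275, NEAT1 higher), mitochondrial rRNAs (0.0275), nuclear copies (7.33e-06), light-strand transcripts (1.24e-17) and all mitochondrially encoded genes (3.67e-44) were called by camera, and none with an estimated correlation, with adjusted p from 0.107 to 0.596. The J2 lists not called were import and folding (0.051), mitochondrial ribosome (0.102), cytosolic ribosome (0.105), heat shock (0.105), complex V (0.124), complex I (0.178), complexes II and III (0.294), unfolded protein response and ATF4 (0.294, with DDIT4 and PPP1R15A higher), interferon-stimulated genes (0.303), dsRNA sensing (0.411), mtDNA maintenance (0.411), fatty acid oxidation (0.455), transcription (0.519), complex IV (0.557), RNA degradation (0.559) and translation factors (0.784). The marker COL1A1 was the only one of its list tested in J2 (0.19, adjusted p = 0.908). Genes the paper names were 16 lower and 3 higher of 47 in total RNA (23 and 4 when adjusted over the list alone; camera, adjusted p = 4.81e-05, and 0.391 with an estimated correlation) and 11 lower and 2 higher of 40 in J2 (13 and 3; 1.13e-06 and 0.306). The paper chose these genes partly on these samples, so their direction is not independent evidence.

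Values for genes the paper measured by other means are given for total RNA. Of 6 mitochondrial ribosomal proteins it tested, MRPS34 (−0.54) and MRPS23 (−0.50) fell, and MRPL21 (−0.37), MRPL1 (−0.28), MRPL13 (−0.23) and MRPL11 (−0.17) did not pass. MRPS34 did not pass without normoxia replicate 2, nor MRPS23 without normoxia replicate 1 or 2 or hypoxia replicate 3. MX1 was at −1.06 (adjusted p = 0.0789), IFIT1 at −2.02 (adjusted p = 0.0605), IFIT2 at −0.71 (adjusted p = 0.259), ISG15 at −0.64 (adjusted p = 0.0616) and ADAR, all isoforms together, at −0.17 (adjusted p = 0.207). Of these, MX1, IFIT1 and ISG15 passed as lower with DESeq2 and with no filter on low counts, MRPL21, MRPL13 and ISG15 with library sizes alone, MRPL1, MRPL21 and ISG15 without hypoxia replicate 2, and IFIT1 and ISG15 without hypoxia replicate 1.

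The lower mitochondrial share of J2-bound RNA in hypoxia was weighed against 3 technical or cell-wide explanations. A few nuclear transcripts taking more of the libraries would leave mitochondrial genes near 0 once TMM is taken from other genes. Their upper quartile of log2 fold changes was then −2.16, which argues against it for the single genes tested. The TPM share was in part sensitive to such transcripts. With structured non-coding RNAs left out of the total, it differed by −30.5 percentage points. The highest hypoxia library, at 40.3%, then lay above the lowest normoxia library, at 37.6%. A lower yield of double-stranded RNA in hypoxia would lower nuclear double-stranded RNA too. The 563 nuclear transcripts enriched in J2 had a lower quartile of −0.157, above the upper quartile of mitochondrial genes of −2.16. This cannot decide it, because without a control pull-down these transcripts are not shown to be double-stranded. They were also chosen by their J2 level over all libraries, hypoxia included. Less mitochondrial RNA in the cells as a whole cannot be told apart, as the whole of the fall in J2, from a fall in double-stranded RNA itself, because the answer depended on the test. Several values lean against it. Within pairs each J2 ratio of the share lay below each total RNA ratio, and with replicate number as a block edgeR called 5 of 33 genes with a larger fall in J2 and 0 with a smaller one. Without the block edgeR called 0 genes, and the gap of −1.12 had an exact permutation p of 0.275 unpaired. Both of these leave out the pairing by replicate number. The unpaired permutation also assumes no change in either kind, so it does not test whether the changes in J2 and total RNA were equal. What keeps the explanation open is that within pairs the gap had an exact permutation p of 0.1, the smallest that 3 pairs per kind allow. A test of the genes as a set, by fry with the block, also gave an adjusted p of 0.121 over 32 lists (0.0227 before adjustment). The bound of 0.05 on that adjusted p was set before fry was run with the block, and after the other values were seen. The labels do not name the total RNA libraries as inputs of the pull-downs, so the gap may also hold differences between their cultures. The edgeR fit of the gap gave both kinds of libraries 1 shared estimate of the spread. The effect of oxygen on double-stranded mitochondrial RNA stays open as a hypothesis.

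MT-ND6 fell more than the heavy-strand mRNAs in total RNA. Low counts do not account for it, as the highest upper 95% Wilson bound of its share in hypoxia, 0.0637%, lay below the lowest lower bound in normoxia, 0.152%. Less capture of RNA without a poly(A) tail cannot be told apart from it, since 5 structured non-coding RNAs, with a lower quartile of −0.23, are too few to test it and the library selection is not known. Less transcription of the light strand in hypoxia may account for it as well, as a hypothesis that counts without a strand cannot test.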
